# Deficiency of Polη in *Saccharomyces cerevisiae* reveals the impact of transcription on damage-induced cohesion

**DOI:** 10.1371/journal.pgen.1009763

**Published:** 2021-09-09

**Authors:** Pei-Shang Wu, Jan Grosser, Donald P. Cameron, Laura Baranello, Lena Ström

## Abstract

The structural maintenance of chromosome (SMC) complex cohesin mediates sister chromatid cohesion established during replication, and damage-induced cohesion formed in response to DSBs post-replication. The translesion synthesis polymerase Polη is required for damage-induced cohesion through a hitherto unknown mechanism. Since Polη is functionally associated with transcription, and transcription triggers *de novo* cohesion in *Schizosaccharomyces pombe*, we hypothesized that transcription facilitates damage-induced cohesion in *Saccharomyces cerevisiae*. Here, we show dysregulated transcriptional profiles in the Polη null mutant (*rad30Δ*), where genes involved in chromatin assembly and positive transcription regulation were downregulated. In addition, chromatin association of RNA polymerase II was reduced at promoters and coding regions in *rad30Δ* compared to WT cells, while occupancy of the H2A.Z variant (Htz1) at promoters was increased in *rad30Δ* cells. Perturbing histone exchange at promoters inactivated damage-induced cohesion, similarly to deletion of the *RAD30* gene. Conversely, altering regulation of transcription elongation suppressed the deficient damage-induced cohesion in *rad30Δ* cells. Furthermore, transcription inhibition negatively affected formation of damage-induced cohesion. These results indicate that the transcriptional deregulation of the Polη null mutant is connected with its reduced capacity to establish damage-induced cohesion. This also suggests a linkage between regulation of transcription and formation of damage-induced cohesion after replication.

## Author summary

The cohesin complex dynamically associates with chromosomes and holds sister chromatids together through cohesion established during replication. This ensures faithful chromosome segregation at anaphase. In budding yeast, DNA double strand breaks also trigger sister chromatid cohesion after replication. This so-called damage-induced cohesion is formed both close to the breaks, and genome-wide on undamaged chromosomes. The translesion synthesis polymerase eta (Polη) is specifically required for genome wide damage-induced cohesion. Although Polη is well characterized for its function in bypassing ultraviolet-induced DNA lesions, its mechanistic role in damage-induced cohesion is unclear. Here, we show that transcriptional regulation is perturbed in the persistent absence of Polη. We find that Polη preferably associates with certain types of promoters, although its role in transcription might be indirect. By testing mutants that perturb histone exchange or regulation of transcription, as well as through inhibiting transcription, we show that transcriptional deregulation negatively affects formation of damage-induced cohesion. This supports the connection between transcriptional deregulation and deficient damage-induced cohesion in the Polη null mutant. Importantly, our study provides new insight into formation of damage-induced cohesion after replication, which will be interesting to explore further.

## Introduction

Dynamic disassembly and reassembly of nucleosomes—the building blocks of chromatin—facilitates processes such as replication and transcription. During the course of chromatin assembly, the canonical histones are exchanged with histone variants or post-translationally modified histones. This affects the physical and chemical properties of nucleosomes, as well as chromatin accessibility. Replication-independent nucleosome assembly, or so-called histone exchange, aids and regulates RNA polymerase II (RNAPII) passage through the nucleosomes during transcription initiation and elongation [1]. This is accomplished through histone chaperones, in concert with histone modifying enzymes and chromatin remodelers [2].

Transcription is not only the instrument for gene expression, but is also connected to cohesin localization on chromosomes. Cohesin is one of the structural maintenance of chromosomes (SMC) protein complexes, with the core formed by Smc1, Smc3 and the kleisin Scc1. Cohesin dynamically associates with chromosomes at intergenic regions of convergent genes, possibly as a result of active transcription [3,4]. Cohesin and its chromatin loader Scc2 have been implicated in gene regulation [5–7] and also in spatial organization of chromosomes into topologically associated domains (TADs) through DNA loop extrusion [8–12].

In addition to the roles described above, the canonical role of cohesin is to mediate sister chromatid cohesion. Cohesin is recruited to chromatin by the cohesin loading complex Scc2-Scc4 from late G_1_ phase in *S*. *cerevisiae* [13], and continuously through the cell cycle [14,15]. During S-phase, cohesin becomes cohesive through acetylation of Smc3 by the acetyltransferase Eco1 [16–18]. The established sister chromatid cohesion is then maintained until anaphase [19], ensuring faithful chromosome segregation.

At the end of S phase, Eco1 is targeted for degradation. However, induction of double strand breaks (DSBs) post-replication (G_2_/M) is sufficient to stabilize Eco1 [20,21]. Presence of active Eco1 then allows generation of damage-induced cohesion in G_2_/M, which is established close to the break, and also genome wide on undamaged chromosomes [22–24]. We previously showed that Polymerase eta (Polη), one of the three translesion synthesis (TLS) polymerases in *S*. *cerevisiae*, is specifically required for genome wide damage-induced cohesion [25].

Polη (encoded by the *RAD30* gene) is well characterized for bypassing bulky lesions induced by ultraviolet irradiation [26], yet emerging evidence suggest that Polη also exhibits TLS-independent functions [27]. Polη is the only TLS polymerase required for damage-induced cohesion [25], independently of its polymerase activity, but dependent on Polη-S14 phosphorylation; potentially mediated by the cyclin dependent kinase, Cdc28 [28]. However, the underlying role of Polη in damage-induced cohesion remains unclear. Thus, absence of Polη does not affect break-proximal damage-induced cohesion or DSB repair. Lack of Polη also does not perturb Eco1 stabilization, cohesin chromatin association or Smc3 acetylation after induction of DSBs in G_2_/M [25].

Based on the following two observations, we hypothesized that active transcription facilitates damage-induced cohesion genome wide. First, Polη is enriched at actively transcribed regions, and required for expression of several active genes in *S*. *cerevisiae* [29]. Second, activated transcription leads to establishment of local *de novo* cohesion in *S*. *pombe* [30]. In other words, it is possible that transcription is deregulated in the Polη null mutant, and that this subsequently affects formation of damage-induced cohesion. Here, we showed that chromatin association of RNAPII is reduced in the absence of Polη, or if Polη-S14-phosphorylation is abolished. In addition, the transcriptional program in the Polη null mutant (*rad30Δ*) is altered both before and after DSB induction, with expression of genes involved in chromatin assembly and positive transcription regulation being downregulated compared to WT cells. Perturbing histone exchange at promoter regions by a *HIR1* or *HTZ1* deletion negatively affects damage-induced cohesion, in a similar fashion as in *rad30Δ* cells, while deletion of the transcription elongation regulator *SET2* suppresses the lack of damage-induced cohesion in the *rad30Δ* mutant. Importantly, the potential linkage between transcription and formation of damage-induced cohesion was further supported by the fact that inhibiting transcription negatively affects its formation. Taken together, our results suggest that the transcription deregulation in the Polη null mutant is relevant to its deficient damage-induced cohesion. This provides new insight into formation of damage-induced cohesion post-replication, of importance for future investigations.

## Results

### Chromatin association of RNAPII is reduced in the Polη null and *Polη-S14A* mutants

To test if active transcription is correlated with generation of damage-induced cohesion, we initially assessed sensitivity of the damage-induced cohesion deficient *rad30Δ* and *Polη-S14A* cells to transcription elongation inhibitors. Viability of both mutants decreased when exposed to actinomycin D (Fig 1A). In addition, consistent with a previous report [29], *rad30Δ* cells were sensitive to mycophenolic acid (MPA). This was also true for the *Polη-S14A* point mutant (Fig 1A). Sensitivity of both mutants to MPA was reversed by supplementing the media with guanine (Fig 1A), verifying that it was due to depletion of the guanylic nucleotide pool [31].

**Fig 1:**
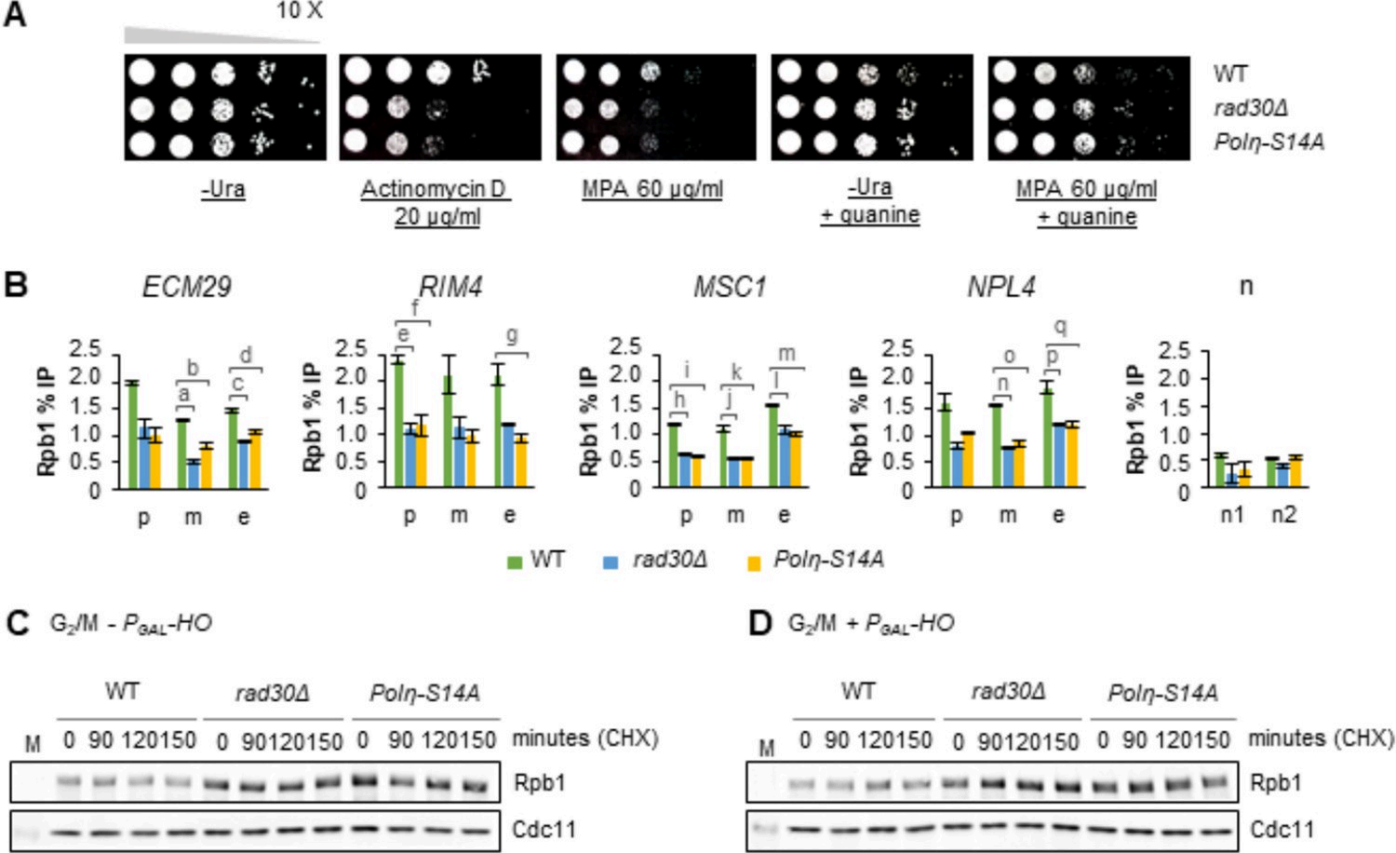
Chromatin association of RNAPII is reduced in the Polη null and *Polη-S14A* mutants. (A) Spot assay to monitor sensitivity of the *rad30Δ* and *Polη-S14A* mutants to the transcription elongation inhibitors, actinomycin D and mycophenolic acid (MPA). Tenfold serial dilutions of indicated mid-log phase cells on controls (-Ura plate ± guanine), and drug-containing plates, after 3 days incubation at room temperature. (B) ChIP-qPCR analyses to determine chromatin association of Rpb1 in indicated strains, on selected actively transcribed genes in G_2_/M arrested WT cells. Error bars indicate the mean ± STDEV of two independent experiments. Statistical differences compared to the WT cells at indicated position were evaluated by One-way ANOVA, Tukey post hoc test. The respective *p* values (<0.05) for each mutant relative to WT are (a) 0.000, (b) 0.004, (c) 0.010, (d) 0.026, (e) 0.039, (f) 0.044, (g) 0.034, (h) 0.000, (i) 0.000, (j) 0.010, (k) 0.011, (l) 0.026, (m) 0.017, (n) 0.003, (o) 0.004, (p) 0.047, (q) 0.047. p,promoter; m, mid; e, end of gene body. n1 and n2, low-binding controls. (C-D) Western blot analysis of Rpb1 stability. G_2_/M arrested cells from indicated strains, with or without one-hour P_*GAL*_*-HO* break induction, were pelleted and resuspended in media containing cycloheximide (CHX) to monitor Rpb1 protein levels without further protein synthesis. Cdc11 was used as loading control. M, protein marker.

Sensitivity to elongation inhibitors might be due to reduced transcriptional capacity. We therefore monitored chromatin association of Rpb1, the largest subunit of RNAPII, in these mutants. Binding of Rpb1 at promoters and coding regions of selected active genes was reduced in both *rad30Δ* and *Polη-S14A* mutants compared to WT cells (Fig 1B). The reduced chromatin association was accompanied by an increased level of total Rpb1 (Figs 1C and S1A). Furthermore, Rpb1 stability in the *rad30Δ* and *Polη-S14A* mutants was not affected, regardless of DSB induction (Figs 1C, 1D and S1A and S1B). Here and throughout the study the DSBs were induced at the *MAT* locus on chromosome III (P_*GAL*_*-HO*) for one-hour, unless otherwise stated. These results together suggest that Polη may facilitate chromatin association of RNAPII for proper transcription initiation and elongation, likely through phosphorylation of Polη-S14 but independently of DNA damage.

### Transcription is perturbed in *rad30Δ* mutants

To further pinpoint a potential connection between transcription and formation of damage-induced cohesion, we focused on the *rad30Δ* mutant for the following investigations. To begin with, we analyzed gene expression of G_2_/M arrested WT and *rad30Δ* cells, before and after one-hour break induction, by RNA-sequencing analysis (RNA-seq). 

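RNA was sequenced from 12 samples, 3 in each of 4 groups: WT and *rad30Δ* cells in G_2_/M arrest, and cells of both strains after DSB induction. *RAD30* encodes the translesion polymerase Polη. None of its reads were counted in any of the 6 *rad30Δ* libraries, against 46.6 ± 6.01 CPM (reads scaled to library size; SD, n = 3) in G_2_/M arrested WT cells and 42.0 ± 3.82 CPM (SD, n = 3) in WT cells after DSB induction. With 3 reads per library as the limit that a count of 0 allows, *RAD30* was at least 94.8-fold lower in the *rad30Δ* libraries than the WT mean of 44.3 CPM, a bound that covers counting error only. Cells growing in 2% raffinose were arrested with 80 µg/ml benomyl for 3 hours, and 2% galactose was added for 1 hour to induce the HO endonuclease, which cuts chromosome III, together with ectopic Smc1-Myc. No library had galactose without HO induction. Changes called after DSB induction here therefore cannot be told apart from effects of galactose or of the induced genes. HO reads rose from 40.3 ± 3.22 to 4564 ± 215 CPM in WT cells and from 38.2 ± 2.27 to 4196 ± 501 CPM in *rad30Δ* cells (SD, n = 3). SMC1 reads rose from 181 ± 11.4 to 5574 ± 185 CPM in WT cells and from 153 ± 10.6 to 3992 ± 450 CPM in *rad30Δ* cells (SD, n = 3). Reads of ADE3, the locus into which GAL-HO was inserted, rose from 33.2 ± 2.76 to 236 ± 12.7 CPM and from 27.2 ± 3.06 to 240 ± 6.76 CPM (SD, n = 3).

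The authors enriched mRNA, sequenced it paired-end, trimmed the reads with cutadapt, aligned them to sacCer3 with HISAT2, removed duplicates with Picard and counted reads per gene with featureCounts. The deposited counts summed to 6244219 to 7078155 reads (median 6382906) in G_2_/M arrested WT cells and to 5442935 to 5973734 (median 5969295) in WT cells after DSB induction. The corresponding totals for *rad30Δ* cells were 6260558 to 7289514 (median 6307020) and 5881783 to 7063470 (median 6511774). The paper gives 10 M reads per sample as its sequencing depth, and the values here use the totals of the count table. Replicate 3 of *rad30Δ* cells after DSB induction stood apart from the other libraries, with a normalization factor of 0.873 and 0.205% of its reads on genes of the mitochondrial genome, against 0.0114% to 0.0743% in the other 11 libraries. The counts were tested here with edgeR's quasi-likelihood test on all 12 libraries, after TMM normalization, over the 6490 genes with at least 10 reads in total. The paper calls the samples triplicates and its text does not name separate cultures, so the p-values measure the spread between these samples. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping antisense genes cannot be told apart.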

Prior to RNA-seq, G_2_/M arrest and break induction were confirmed (S2A and S2B Fig). 

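The 12 libraries separated by strain and by DSB induction. Over the 500 genes with the most variable log2 CPM, the first principal component held 41.7% of the variance, the second 27.5% and the third 10.1%. Each of the 12 libraries had its nearest library within its own group. Distances within a group were 14.4 to 16.8 for G_2_/M arrested WT cells, 14.6 to 15.6 for WT cells after DSB induction and 15.6 to 19.2 for G_2_/M arrested *rad30Δ* cells, in units of log2 CPM. The group of *rad30Δ* cells after DSB induction was wider, with distances of 19.9 to 28.3, while the smallest distance between libraries of different groups was 25.0. Among the genes that varied between replicates was CTR1, which encodes the high-affinity copper transporter. Its level was 56.7, 580 and 1172 CPM in replicates 1, 2 and 3 of G_2_/M arrested *rad30Δ* cells, and 49.9, 263 and 517 CPM in replicates 1, 2 and 3 after DSB induction. CTR1 was chosen after its values were seen.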

Principal component analysis (PCA) showed that the individual data sets were distributed as distinct clusters (S2C Fig). Differences in gene expression patterns between WT and *rad30Δ* cells were readily observed before break induction, with 395 genes upregulated and 439 genes downregulated in the G_2_/M arrested *rad30Δ* mutant (Fig 2A). 

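In G_2_/M arrest, 306 genes were higher and 396 genes were lower in *rad30Δ* than in WT cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test. RDT1, a short gene on chromosome III, had 133 to 144 reads in each WT library and 0 to 1 reads in each *rad30Δ* library (fitted log2 fold change −7.45, which at these counts depends on the prior count). Beside *RAD30* itself and RDT1, genes of mating type led the differences. Whether RDT1 follows mating type as well was not tested. All 4 α-specific genes rose (median log2 fold change 5.01, camera adjusted p = 7.47e-151, and 2.03e-06 as adjusted p with an estimated correlation). STE3, the receptor for a-factor (chromosome XI, 113215 to 114627), stood at 616 ± 57.7 CPM in *rad30Δ* cells and 10.9 ± 1.45 CPM in WT cells (SD, n = 3), a log2 fold change of 5.83 (standard error 0.15, adjusted p = 2.41e-11 from edgeR's test). The α-factor genes MF(ALPHA)1 and MF(ALPHA)2 had log2 fold changes of 5.23 and 4.79, and SAG1, the α-agglutinin, of 2.80. Of 8 genes listed as a-specific, 7 fell and 1 rose (median −3.39, camera adjusted p = 4.52e-83, and 3.01e-05 as adjusted p with an estimated correlation). STE2, the α-factor receptor (chromosome VI, 82580 to 83875), fell from 569 ± 23.5 to 16.1 ± 2.34 CPM (SD, n = 3), the a-factor genes MFA1 and MFA2 had log2 fold changes of −3.56 and −5.20, and STE6, the a-factor exporter, BAR1, AGA2 and ASG7 ranged from −3.85 to −2.05. The member that rose was AFB1, at 4.88, whose product binds a-factor. AFB1 also fell in *rad30Δ* cells after DSB induction (−1.30), as the α-specific genes did. Its values thus go with the α-specific genes and against its place in this list, which was fixed beforehand. Adjusted over the list alone, the counts were likewise 4 and 0 for the α-specific genes and 1 and 7 for the a-specific genes. The mating-type genes thus differed as between cells of opposite mating type, and no library separates strain from *RAD30*. The other differences between the strains given here, in G_2_/M arrest and after DSB induction, may therefore follow either.

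HMRA1 fell with a log2 fold change of −6.53, and shares its sequence with the a1 gene of the MAT locus, so its reads may come from either copy. The rises also took in LIF1 (2.08), a subunit of the DNA ligase IV complex that lies beside MF(ALPHA)2 on chromosome VII, and NFG1 (2.42), which lies beside AFB1 on chromosome XII. Further rises were the cell wall genes PST1 (1.37) and PIR3 (1.26), the malate synthase MLS1 (1.33), the acid phosphatase PHO5 (1.31) and YIG1 (1.26), and further falls were GEX2 (−1.59) and SDH9 (−1.57), all as log2 fold changes with adjusted p of 1.47e-04 or less from edgeR's test. Of these genes, 23 rose and 37 fell more than 2-fold, and the median size of the called changes was 0.45 on the log2 scale. Leaving out WT replicate 1, 2 or 3 lowered the number of higher genes to 159, 141 and 131, leaving out *rad30Δ* replicate 1, 2 or 3 to 175, 195 and 201, and leaving out the third *rad30Δ* library after DSB induction, which shares the estimate of spread, raised it to 528. The number of lower genes was 248 without WT replicate 2.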

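After DSB induction, 394 genes rose and 408 fell in WT cells, and 239 rose and 172 fell in *rad30Δ* cells, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The galactose regulon led the rises in both strains. GAL7, GAL10, GAL2 and GAL1 had log2 fold changes of 8.89, 8.65, 8.34 and 7.87 in WT cells and of 9.46, 8.87, 8.73 and 8.08 in *rad30Δ* cells, although GAL10 and GAL1 overlap the antisense RNA YNCB0008W and may share its reads. All 9 galactose-response genes rose in each strain, also when adjusted over the list alone (camera adjusted p = 4.50e-124 in WT and 2.27e-151 in *rad30Δ* cells, and 6.19e-05 and 4.80e-05 as adjusted p with an estimated correlation). The induced HO and SMC1 transgenes rose by log2 fold changes of 6.82 and 4.95 in WT and of 6.78 and 4.70 in *rad30Δ* cells. Other rises shared by both strains were GAL3 (3.41 in WT, 3.99 in *rad30Δ*), the aldo-keto reductase GCY1 (2.78, 3.53), SDD1 (3.67, 3.86), ADE3 (2.83, 3.13) and YDR010C (4.61, 4.01). YOR121C (2.64) was among the largest rises in WT cells and RGL1 (2.42), a regulator of Rho1 signalling, in *rad30Δ* cells.

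Among the falls in WT cells were the hexose transporter HXT4 (−1.53), the near-identical pair HXT7 (−1.02) and HXT6 (−1.01), which may share reads, the invertase SUC2 (−1.08) and the inositol transporter ITR1 (−1.04). The Ty element gene YLR410W-B (−1.88), SCS7 (−1.06), CHA1 (−1.05), IRC7 (−1.15), SFG1 (−0.99), YPL277C (−0.96) and ARO10 (−0.94) completed the largest falls. In *rad30Δ* cells all 4 α-specific genes fell (median −2.03, camera adjusted p = 3.74e-37, and 1.33e-04 as adjusted p with an estimated correlation), among them MF(ALPHA)2 (−2.69), STE3 (−2.68) and SAG1 (−1.39), and so did LIF1 (−1.71), AFB1 (−1.30), HXT4 (−1.73), the glucose-responsive repressor MIG2 (−1.31), the maltase MAL12 (−1.13), CIS1 (−1.42), SCS7 (−1.07), GIT1 (−1.03) and OPI3 (−0.97). Of 71 ribosome biogenesis genes, 15 fell and 0 rose in WT cells (0 rose and 25 fell when adjusted over the list alone; median −0.23, camera adjusted p = 4.77e-07, and 0.640 as adjusted p with an estimated correlation). MPP10 and NOP58 had log2 fold changes of −0.46 and −0.38. In *rad30Δ* cells 2 fell and 0 rose (0 and 0 when adjusted over the list alone), and the list was lower there too (median −0.21, camera adjusted p = 1.17e-06, and 0.559 as adjusted p with an estimated correlation), with no difference between the strains that passed (interaction, camera adjusted p = 0.737), apart from fits without *rad30Δ* replicate 1 (8.60e-05) or 2 (0.0427, in the opposite direction) after DSB induction.

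Each count moved with the libraries that were fitted, and the cause was not tested. Without WT replicates 1, 2 and 3 of G_2_/M arrest the WT counts were 229, 258 and 207 genes higher and 209, 228 and 159 lower, without those after DSB induction 238, 212 and 200 higher and 197, 168 and 131 lower, and without the third *rad30Δ* library after DSB induction 711 and 730. For *rad30Δ* cells, leaving out G_2_/M replicates 1, 2 and 3 gave 144, 154 and 141 higher and 77, 93 and 109 lower genes, leaving out replicate 2 after DSB induction gave 380 and 322, and leaving out replicate 3 gave 305 lower genes. With the 6 libraries of each strain fitted alone, 1004 genes rose and 1089 fell in WT cells, and 77 rose and 32 fell in *rad30Δ* cells, while DESeq2 called 360 higher genes in *rad30Δ* cells. MIG2, AFB1 and GIT1 did not pass in that *rad30Δ* fit (adjusted p = 0.216, 0.0925 and 0.0794). In WT cells IRC7 lost its call without any 1 of the 6 WT libraries (adjusted p of 0.0529 to 0.126), HXT7 and HXT6 without any but WT replicate 3 after DSB induction (0.0561 to 0.118 and 0.0698 to 0.116), and SUC2 without WT replicate 1 in G_2_/M arrest (0.0564) or replicate 2 or 3 after DSB induction (0.0686 and 0.0708). MIG2 lost its call without replicate 1, 2 or 3 of G_2_/M arrested *rad30Δ* cells (0.0801, 0.0752 and 0.0718).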

In response to DSB induction, the WT cells showed 473 genes up- and 519 genes down-regulated (Fig 2B), whereas there were 360 genes up- and 230 genes down-regulated in the *rad30Δ* mutant (Fig 2C and S1 Data). 

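Genes that rose in WT cells after DSB induction tended to rise in *rad30Δ* cells too. Of 394 genes called higher in WT and 239 in *rad30Δ* cells, 146 were shared, where independent lists would share 14.5 (one-sided exact hypergeometric test, p = 1.28e-124), and of 408 and 172 called lower, 87 were shared, where independent lists would share 10.8 (p = 1.21e-60). BDS1, an alkylsulfatase named here after its values were seen, was the 1 gene called in opposite directions (log2 fold change −0.25 in WT and 0.31 in *rad30Δ* cells, adjusted p = 0.0397 and 0.0249 from edgeR's test). Of the genes called in WT cells, 86.3% changed in the same direction in *rad30Δ* cells. The fold changes of the strains had a Pearson r of 0.523 across genes, which are not independent replicates.

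The 394 genes called higher in WT cells had a median log2 fold change of 0.51 in WT and 0.29 in *rad30Δ* cells, and 314 of them (79.7%) changed less in *rad30Δ* cells. The ratio of the medians was 0.564. Its SD was 0.120 over 3 ratios after DSB induction, each of a *rad30Δ* library to the WT library of equal number. The ratio of the medians moved to 0.691 and 0.356 when replicate 2 or 3 of *rad30Δ* cells after DSB induction was left out. The 408 genes called lower had medians of −0.41 and −0.16, a ratio of 0.405 (SD 0.162), with 358 changing less in *rad30Δ* cells. With genes called on 2 WT replicate numbers and sizes taken on the number left out, the ratios were 0.685, 0.644 and 0.807 for higher and 0.644, 0.642 and 0.718 for lower genes. Relative to G_2_/M arrested WT cells, the genes called higher had medians of −0.01 in *rad30Δ* cells before and 0.29 after DSB induction, and the genes called lower of −0.01 and −0.15. The same WT libraries enter the choice of genes. In 10 simulations both *rad30Δ* groups were drawn at the levels of G_2_/M arrested WT cells, so without a DSB response. The corresponding medians were 0.05, 0.05, −0.05 and −0.05. Genes called in *rad30Δ* cells instead gave ratios of the *rad30Δ* to the WT median of 1.36 for 239 higher and 1.46 for 172 lower genes. Genes called on the mean response of both strains, a choice made after the data were seen, gave 0.922 (SD 0.282) for 619 higher and 0.760 (SD 0.235) for 611 lower genes, with 53.0% and 63.7% of them changing less in *rad30Δ* cells. These 2 SDs run over the 3 *rad30Δ* libraries after DSB induction, each set against the WT median.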

While the differentially expressed genes in WT and *rad30Δ* cells after break induction significantly overlapped (S2D Fig) and trended in the same direction, the up- and down-regulation after DSBs was of greater magnitude in the WT cells (Fig 2D and 2E). This implies that the response to break induction in the *rad30Δ* cells is similar, but relatively attenuated in comparison to the response in WT cells. Furthermore, we noted that short genes were preferentially upregulated compared to long genes in WT cells after DSB induction (Fig 2F), similar to the reported gene length dependent changes of expression after UV exposure [32,33]. In contrast, differential expression after DSBs is independent of gene length in the *rad30Δ* mutant (Fig 2F), further indicating a difference between WT and *rad30Δ* cells in their transcriptional responses. 

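The difference of the DSB response between the strains was tested gene by gene as an interaction. It passed for 4 genes, all lower in *rad30Δ* cells: MF(ALPHA)2 (interaction log2 fold change −2.24, standard error 0.14, adjusted p = 8.23e-06), STE3 (−1.84, 0.23, 0.00483), SAG1 (−1.59, 0.15, 2.87e-04) and LIF1 (−1.55, 0.12, 5.09e-05), from edgeR's quasi-likelihood test. The α-factor gene, the a-factor receptor and the α-agglutinin are α-specific genes, and LIF1 is the neighbour of MF(ALPHA)2. The mating-type genes already differed between the arrested strains as between cells of opposite mating type, and the DSBs were made at the MAT locus. These 4 genes may therefore follow mating type and not *RAD30*, which no library separates. The test called 0 genes with a larger rise in *rad30Δ* cells, with 458 genes at an unadjusted p under 0.05 and 36 called by DESeq2, beside 409 genes with an unadjusted p under 0.05 and 31 called by DESeq2 in the other direction. With the replicate number as a block within strain, the counts were 11 and 8. Among the 394 genes called higher in WT cells, 0 passed the interaction test and 144 had an unadjusted p under 0.05, of which 129 changed less in *rad30Δ* cells. Among the 408 called lower, STE3 and MF(ALPHA)2 passed and 161 had an unadjusted p under 0.05, of which 151 changed less in *rad30Δ* cells. The WT change that chose these genes also enters the interaction, which by itself raises the share that changes less in *rad30Δ* cells. Leaving out the third *rad30Δ* library after DSB induction raised the interaction counts to 76 and 65 genes, and leaving out the first gave 1 gene with a larger rise.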

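The shortest genes rose relative to the others in WT cells after DSB induction. With genes divided into 5 classes by length, the shortest class held 1221 genes with coding lengths of 71 to 543 bp (median 354 bp), and its median log2 fold change was 0.10, against −0.00, −0.04, −0.03 and −0.01 in the next 4 classes. It lay 0.12 above the median of all other genes (camera p = 0.00324, and p = 0.318 with an estimated correlation). Among these 1221 genes, 103 rose and 25 fell in WT cells, while 288 rose and 382 fell among the other 4887 genes with a length, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. In a moving median over 300 genes ordered by length, the window of the shortest genes (median 192 bp) stood at a log2 fold change of 0.14 and that of the longest at 0.01. In single libraries, the median log2 CPM of the shortest class minus that of the other genes was −1.84 ± 0.04 before and −1.72 ± 0.05 after DSB induction (SD, n = 3; two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).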

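In *rad30Δ* cells no shift of the shortest genes against the others passed the test. Their median log2 fold change after DSB induction lay 0.00 above that of all other genes, where camera on edgeR's counts ranked them slightly lower (p = 0.928, and p = 0.975 with an estimated correlation), and 36 of them rose and 21 fell, against 203 and 151 of the other 4887 genes (edgeR's quasi-likelihood test, adjusted p under 0.05). The moving median stood at 0.02 in the window of the shortest and −0.01 in that of the longest genes. The difference between the strains was −0.11 in the interaction (camera p = 1.05e-04, and p = 0.199 with an estimated correlation), with the shortest genes lower in *rad30Δ* cells. Before DSB induction the shortest class differed by 0.06 between the strains (camera on edgeR's counts, p = 0.168, and p = 0.633 with an estimated correlation). The difference between the shortest class and the other genes was −1.90 ± 0.06 in G_2_/M arrested *rad30Δ* libraries and −1.83 ± 0.05 after DSB induction (SD, n = 3; two-sided exact permutation test, p = 0.2). Between libraries of equal number, a comparison chosen after the data were seen, it was higher after DSB induction in 3 of 3 *rad30Δ* pairs (mean 0.06, SD 0.05) and in 3 of 3 WT pairs (mean 0.12, SD 0.03), where 3 pairs allow no p under 0.25 in a two-sided exact permutation test. Between the strains these differences gave p = 0.3 (two-sided exact permutation test), where 3 pairs against 3 allow no p under 0.1, so the test cannot decide.

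**Figure D1:**
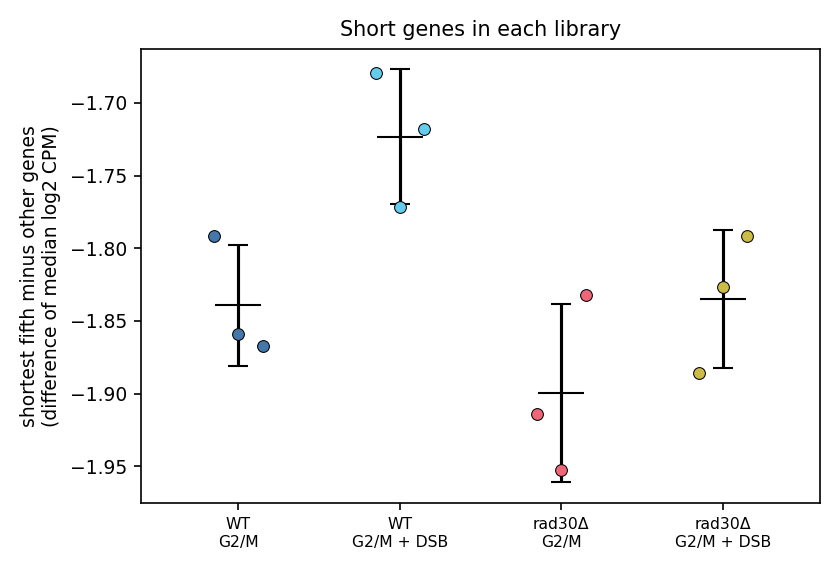
Median log2 CPM of the shortest of 5 length classes of genes minus that of all other genes, on the vertical axis, for each library of the 4 groups on the horizontal axis. Points are libraries and bars show the mean ± SD (n = 3). WT libraries after DSB induction average −1.72 and those in G_2_/M arrest −1.84, while the *rad30Δ* groups average −1.83 and −1.90.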

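Of 6490 genes, 756 were higher and 769 lower in *rad30Δ* than in WT cells, both after DSB induction, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of 31 aminoacyl-tRNA synthetase genes 23 were higher and 0 lower (29 and 0 when adjusted over the list alone; median 0.42, camera adjusted p = 5.47e-13, and 0.0361 as adjusted p with an estimated correlation). Of 55 amino acid synthesis genes 25 were higher and 2 lower (27 and 2 when adjusted over the list alone; median 0.26, camera adjusted p = 2.73e-08, and 0.0322 as adjusted p with an estimated correlation). Of 33 proteasome subunit genes 31 were lower and 0 higher (32 and 0 when adjusted over the list alone; median −0.59, camera adjusted p = 4.26e-32, and 0.00287 as adjusted p with an estimated correlation). The mating-type genes differed in the same libraries, with a median of −3.00 over the 8 genes listed as a-specific, AFB1 included. The median was 3.27 over the 4 α-specific genes, where STE2 stood at −4.47 and MF(ALPHA)1 at 5.05 in the 2 lists. Leaving out WT replicate 1, 2 or 3 after DSB induction gave 478, 479 and 409 higher and 506, 511 and 484 lower genes, and the 6 libraries compared, fitted alone, gave 466 and 421, fewer than the 509 and 551 of the G_2_/M arrested strains fitted alone. The paper's reasoning starts from the genes that differ between the strains in G_2_/M arrest, goes on to the smaller changes of *rad30Δ* cells after DSB induction in Fig 2D and 2E, and ends with the dependence on gene length seen in WT cells in Fig 2F.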

From these results we conclude that *RAD30* deletion leads to transcription deregulation, both in unperturbed G_2_/M phase and in response to break induction.

**Fig 2:**
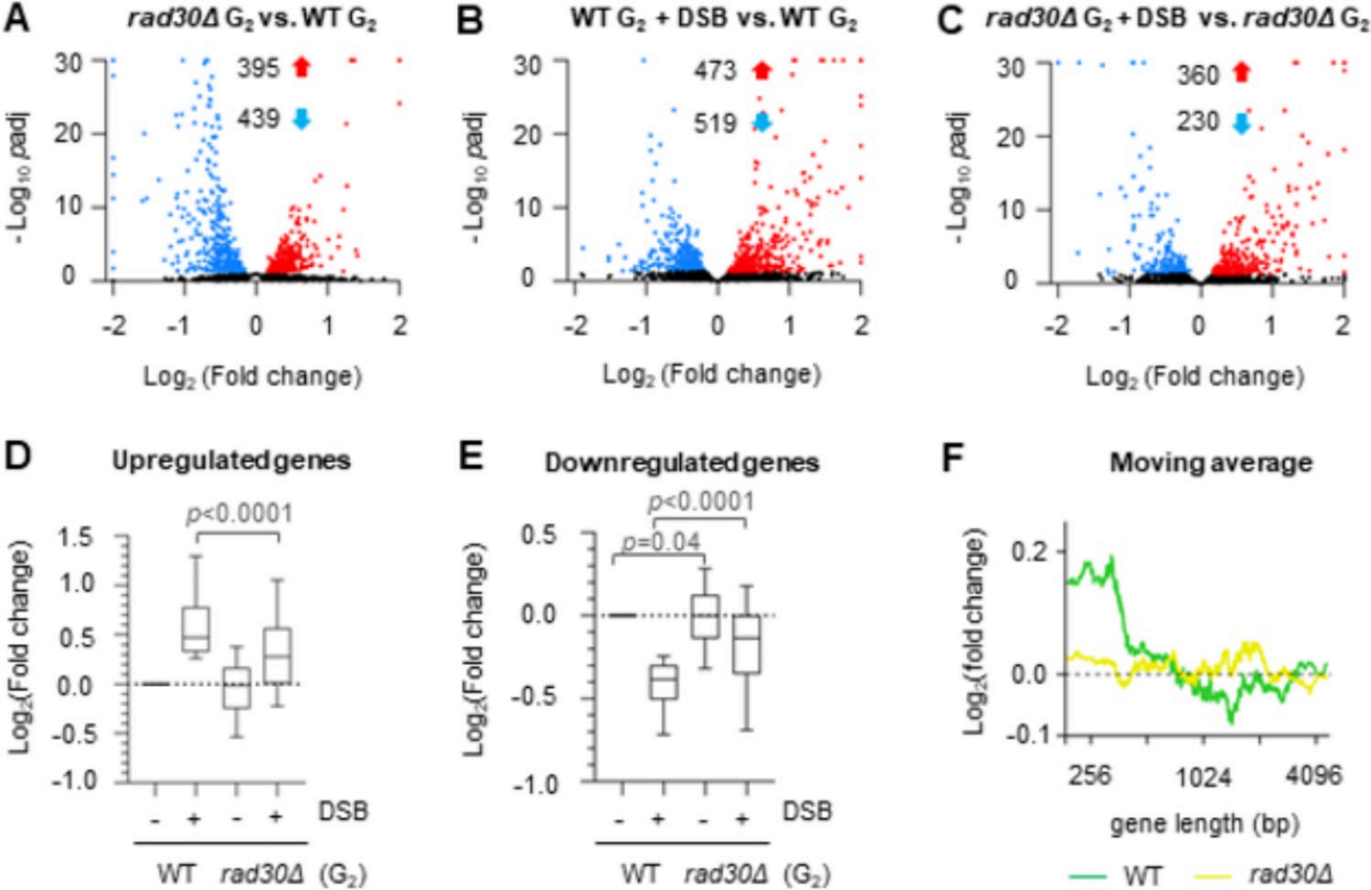
Transcription is perturbed in *rad30Δ* mutants. (A-C) Volcano plots showing differentially expressed genes between WT and *rad30Δ* cells, before and after DSBs, determined by RNA-seq. Each dot represents one gene. Red and blue dots represent up- and down-regulated genes respectively. Numbers of differentially expressed genes (*p*adj < 0.05) are indicated. Black dots indicate genes without significant changes in expression. *p*adj, adjusted *p* value. (D-E) Comparisons between expression level of genes significantly up (D) or downregulated (E) in the WT+DSB relative to the G_2_/M arrested WT cells, and expression of the same set of genes in the *rad30Δ* mutant, based on RNA-seq analysis. Significant differences compared to the WT cells were evaluated by paired t-test. (F) Plot of fold change moving median, sorted by length (300 genes/window) to monitor the trend of gene expression after DSBs in relation to gene length, comparing WT and *rad30Δ* cells. Fold change values were based on the changes of gene expression in WT and *rad30Δ* cells after DSBs, determined by RNA-seq.

### Polη is more frequently associated with closed-, FN- and TATA-containing promoters

As an attempt to better understand the possible role of Polη during transcription, we used published datasets to analyze if the deregulated genes in *rad30Δ* cells were associated with specific types of promoters, in a similar manner as reported [34]. These datasets classify genes according to type of promoter: (i) open/closed promoters, either with or without a nucleosome free region [35], (ii) promoters with fragile/stable nucleosome (FN/SN), defined by sensitivity of the -1 nucleosome to MNase digestion [36], and (iii) the canonical TATA-containing or TFIID dominated promoters [37,38]. Notably, a significant number of downregulated genes in G_2_/M arrested *rad30Δ* cells were classified under the group of closed promoters (Table 1). In addition, the up- and down-regulated genes in G_2_/M arrested *rad30Δ* cells were dominated by TATA-containing promoters (obs/exp>1). These data imply that Polη more frequently associates with promoters in closed configuration and TATA-containing promoters, primed for transcriptional activation in G_2_/M phase. Interestingly, this prediction was supported by a Polη-ChIP-sequencing analysis. By monitoring genome-wide distribution of Polη during G_2_/M phase, we found that Polη was enriched 100 bp upstream of transcription start sites (TSSs) and downstream of transcription end sites (TESs) but not at gene bodies (S3A Fig). Furthermore, Polη more frequently associated with closed, FN and TATA-containing promoters (Fig 3A–3C); rather than the open, SN and TFIID-dominated promoters. To better understand if the transcriptional deregulation seen in *rad30Δ* cells was a direct or indirect effect, we set out to compare gene expression in the *rad30Δ* mutant with that of a ‘Polη-degron’ strain. The ‘Polη-degron’ strain harbors a combined auxin-inducible degron (AID) and Tet-off system [39,40], which allowed us to temporally deplete Polη during G_2_/M by addition of auxin and doxycycline (S3B Fig). We initially selected six Polη-bound or unbound promoters according to the Polη-ChIP-sequencing analysis (Fig 3D), and tested if expression of the corresponding genes was affected in *rad30Δ* and Polη-depleted cells. Expression of the Polη-bound genes (*RIM4*, *PUT1*, *ECM29*) was as expected reduced in *rad30Δ* cells (Fig 3E), although Polη-binding at the *ECM29* promoter was less pronounced (Fig 3D). This was on the contrary not the case if depleting Polη specifically during G_2_/M phase (Figs 3F and S3B). Since expression of the *DDR48* and *PUT1* genes was upregulated in Polη-depleted cells, as compared to the untreated control (Fig 3F), we examined expression of five additional Polη-associated genes (S3C and S3D Fig). Expression of these genes, however, showed no difference between auxin/doxycycline-treated and untreated cells (S3D Fig). Thus, Polη appears to play an indirect role during transcription, and the transcriptional deregulation observed in *rad30Δ* cells is likely accumulated through multiple cell cycles under persistent absence of Polη.

**Fig 3:**
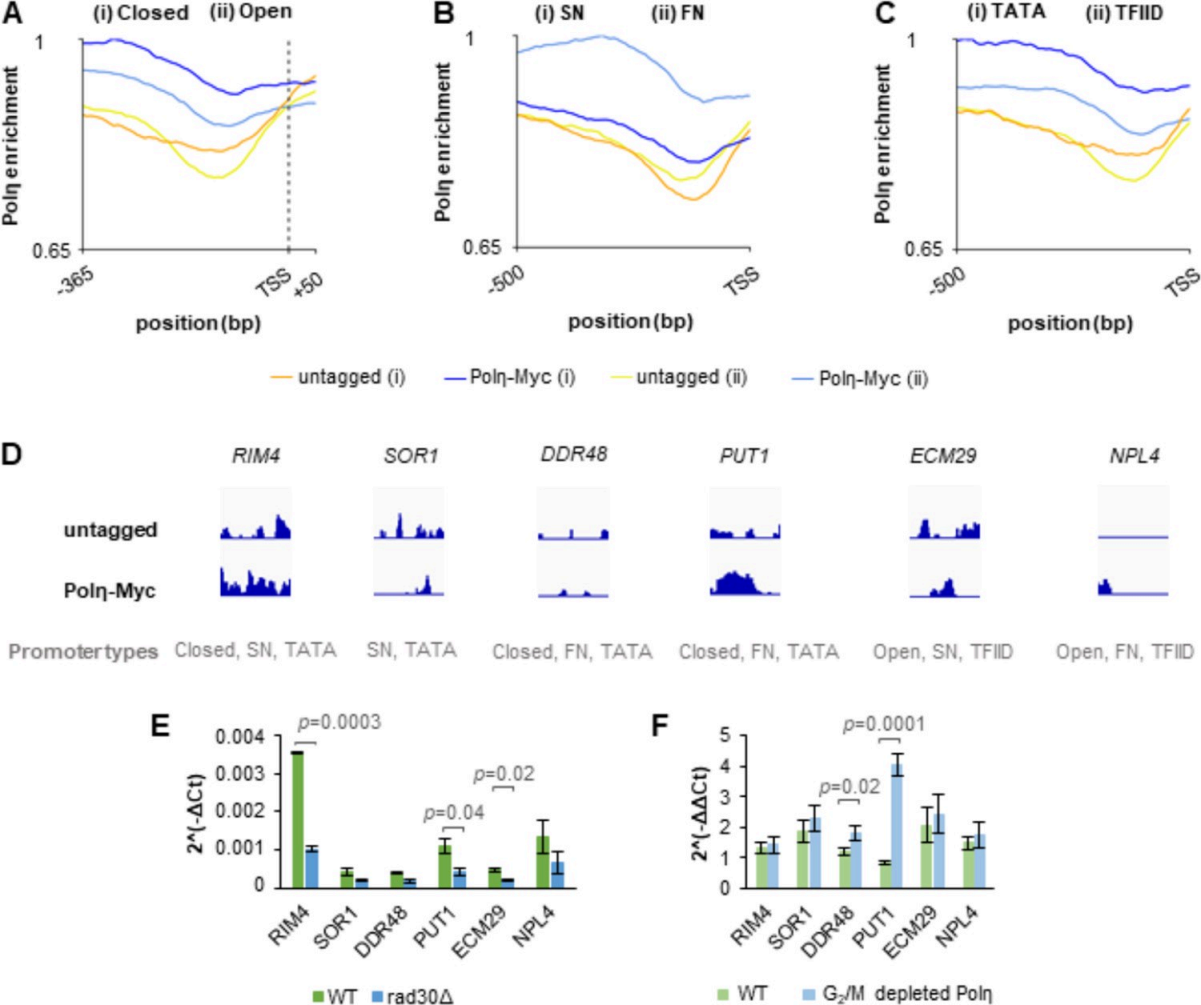
Polη is more frequently associated with closed-, FN- and TATA-containing promoters. (A) Metagenome plot showing accumulation of Polη at closed or open promoters, from 365 bp upstream to 50 bp downstream of the transcription start site (TSS) in G_2_/M phase. The samples were first normalized to their respective input and then the values were scaled to the maximum value of the plot. (B-C) As in (A), except plotting accumulation of Polη at 500 bp upstream of TSS, to compare its relative enrichment at SN or FN promoter in (B); at TATA or TFIID-dominated promoters in (C). (D) Representative Integrative Genomics Viewer (IGV) tracks of Polη-ChIP-seq at selected promoters, with all Y-axes in the same scale. The samples were normalized to their respective input and the library size. (E) Expression of selected genes in G_2_/M arrested WT and *rad30Δ* cells, measured by RT-qPCR. Error bars indicate the mean ± STDEV of two independent experiments. Statistical differences between WT and *rad30Δ* cells were evaluated by two-tailed t-test. (F) Expression of selected genes with or without depletion of Polη during G_2_/M, measured by RT-qPCR. Polη was temporally depleted by addition of auxin and doxycycline; the mock control was denoted as ‘WT’. The differences of ΔCt values between samples before and after addition of drugs were calculated as ΔΔCt, presented as 2^-ΔΔCt^ in the graph. The same calculations were applied to the mock control. Error bars indicate the mean ± STDEV of three independent experiments. Statistical differences between WT and Polη-depleted cells were evaluated by two tailed t-test.

**Table 1:** Association of differentially expressed genes with promoter type in G_2_/M arrested *rad30Δ* cells.

*rad30Δ* G2 vs. WT G2	upregulated (395)				downregulated (439)			
	overlap	obs/exp	*p* values		Overlap	obs/exp	*p* values	
closed promoter (1596)	118	1.1	0.046		146	**1.3**	3.309e-04	*
open promoter (3504)	228	1.0	0.459		237	0.9	0.077	
FN promoter (1953)^a^	139	1.1	0.086		156	1.1	0.054	
SN promoter (3066)^b^	206	1.0	0.223		245	1.1	0.008	
TATA-containing (1090)	96	**1.4**	6.726e-04	*	132	**1.7**	5.069e-11	*
TFIID-dominated (5130)	299	0.9	7.636e-06	*	326	0.9	4.377e-08	*

Number of genes in each group is indicated in parentheses. The numbers in bold indicate that the overlap is higher than expected, observation/expectation (obs/exp)>1. Asterisks indicate significant overlap (*p*<0.001), evaluated as described in materials and methods. ^a^FN: fragile nucleosome, ^b^SN: stable nucleosome.

### Genes involved in chromatin assembly and positive transcription regulation pathways are downregulated in the absence of Polη

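Groups of genes were compared between the strains and conditions with 30 gene lists, and with the gene sets of S2 and S3 Data. In G_2_/M arrest 7 lists were higher and 6 lower in *rad30Δ* than in WT cells, with the mitochondrial ribosomal protein genes and the α-specific genes among the higher and the proteasome subunit genes among the lower. Of these calls, 4 held with an estimated correlation, among them the α-specific and proteasome lists. The mitochondrial ribosomal protein list did not (camera adjusted p = 0.456). As with single genes, lists and sets that differ between the strains may follow strain or *RAD30*. After DSB induction 6 lists rose and 5 fell in WT cells, and 9 rose and 3 fell in *rad30Δ* cells, of which 3 in WT and 4 in *rad30Δ* cells held with an estimated correlation. The camera test of edgeR's counts, with a preset correlation of 0.01 between the genes of a list, compares a list's genes with all others, and its p-values were adjusted over the lists of a comparison. The sheets at hand hold 243 gene sets of S2 Data and 207 of S3 Data, of which 107 and 88 list as many genes as their stated size. These complete sets were tested here. The authors chose them on these samples, so they are not independent evidence of a direction.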

To gain mechanistic insight into the diverse transcriptional responses detected in WT and *rad30Δ* cells, differential gene expression between WT and *rad30Δ* cells (before and after DSBs) were analyzed by Gene Set Enrichment Analysis (GSEA), followed by generation of enriched pathway maps with Cytoscape as shown in Fig 4. The gene sets under each annotated group are listed in S2 and S3 Data. 

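In G_2_/M arrested *rad30Δ* cells, 41 of the 107 complete sets of S2 Data were higher and 11 lower than in WT cells (camera on edgeR's counts, adjusted p under 0.05), and 107 of 107 had the direction of the paper's enrichment score. With an estimated correlation, 0 of the higher sets and 5 of the lower sets held, the 5 being proteasome sets, and leaving out WT replicate 1 gave 19 lower sets. Preranked GSEA called more of the 107 sets, 79 higher and 28 lower. The proteasome genes fell most uniformly. Of 33 proteasome subunit genes, 32 fell and 0 rose (also 32 and 0 when adjusted over the list alone; median log2 fold change −0.62, camera adjusted p = 3.11e-44, and 0.00126 as adjusted p with an estimated correlation). PRE3, PRE2, PRE10 and PRE6, subunits of the 20S core, had log2 fold changes of −0.80, −0.73, −0.71 and −0.68. Of the 8 tRNA aminoacylation sets 8 were higher, with a lowest adjusted p of 1.63e-05 (0.320 as lowest adjusted p with an estimated correlation). Of 31 aminoacyl-tRNA synthetase genes, 6 rose and 0 fell (14 and 0 when adjusted over the list alone; camera adjusted p = 1.14e-04, and 0.294 as adjusted p with an estimated correlation). The 4 with the smallest p were the mitochondrial synthetases ISM1 (0.71), MSF1 (0.60), DIA4 (0.53) and MSD1 (0.52). Of 55 amino acid synthesis genes 12 rose and 0 fell (14 and 1 when adjusted over the list alone; camera adjusted p = 9.85e-04, and 0.205 as adjusted p with an estimated correlation), among them LEU4 (0.69), ARG4 (0.58), HOM2 (0.57) and ARO4 (0.52). The α-specific genes averaged 2.83 to 2.94 above the mean of all libraries in the 3 *rad30Δ* libraries on the log2 scale, and −1.78 to −1.75 in the 3 WT libraries.

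**Figure D2:**
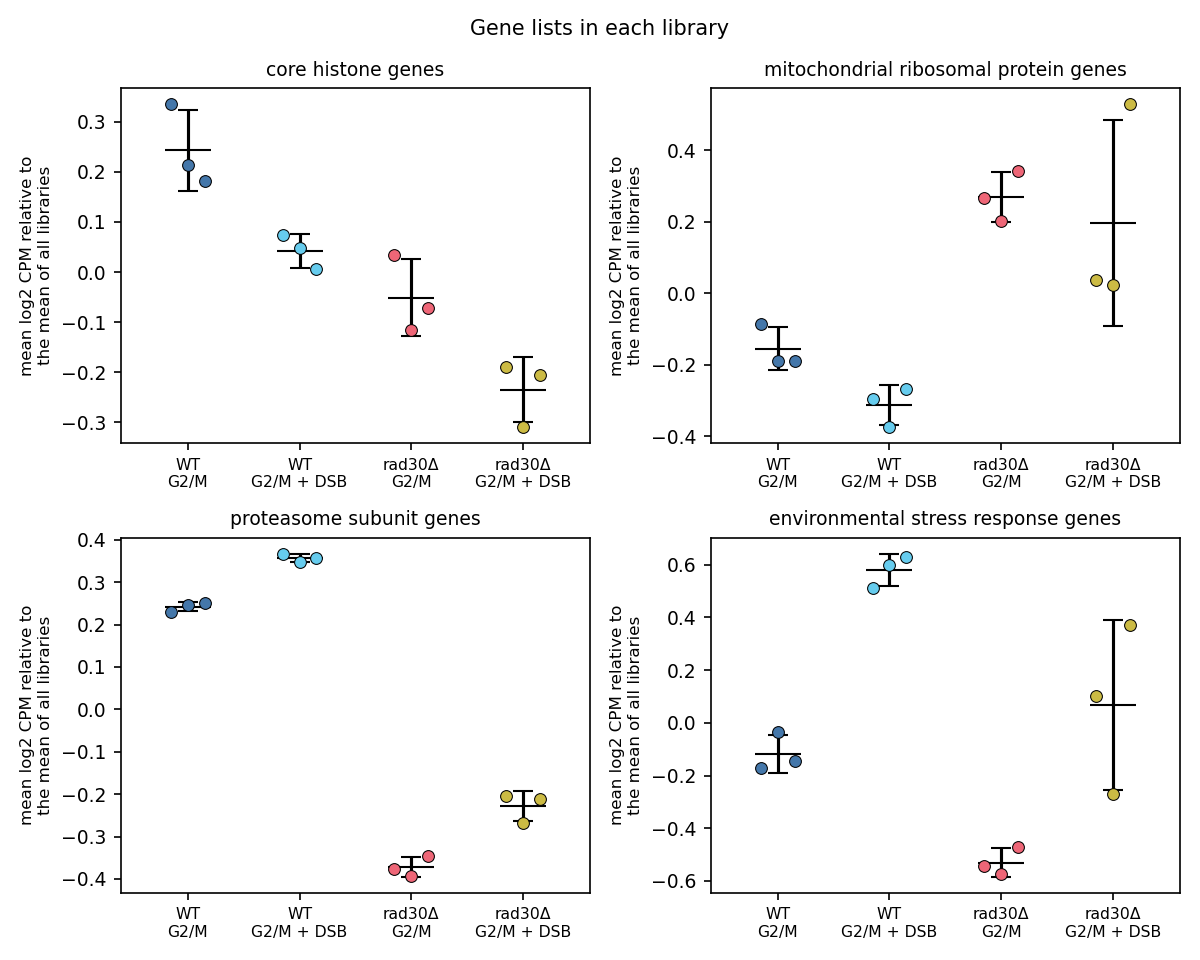
Mean log2 CPM of the core histone, mitochondrial ribosomal protein, proteasome subunit and environmental stress response genes, on the vertical axis, relative to the mean of all 12 libraries, for the 4 groups on the horizontal axis. Points are libraries and bars show the mean ± SD (n = 3). The proteasome subunit genes lie at −0.39 to −0.35 in G_2_/M arrested *rad30Δ* libraries and at 0.23 to 0.25 in WT libraries.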

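In G_2_/M arrested *rad30Δ* cells 5 of 10 core histone genes fell and 0 rose (0 rose and 6 fell when adjusted over the list alone). Their median log2 fold change was −0.30 (camera adjusted p = 6.87e-04, and 0.421 as adjusted p with an estimated correlation). HHF1 and HHT1, which encode histones H4 and H3, fell with log2 fold changes of −0.53 (standard error 0.07, adjusted p = 3.13e-04 from edgeR's quasi-likelihood test) and −0.42 (adjusted p = 0.00425 from the same test), and the H2B gene HTB1 with −0.53 (adjusted p = 0.00164). Their copies HHF2 and HHT2, which encode the same proteins, had log2 fold changes of −0.16 (adjusted p = 0.220) and −0.08 (adjusted p = 0.650). HTA2, at −0.34, did not pass without WT replicate 1 or 2 or *rad30Δ* replicate 2 or 3 (adjusted p of 0.0925, 0.0666, 0.0915 and 0.0725). Of 28 histone chaperone and chromatin assembly genes 4 fell and 0 rose (also 4 and 0 when adjusted over the list alone), namely SWC5 (−0.66) and SWR1 (−0.53) of the SWR1 complex, the FACT subunit SPT16 (−0.25) and the CAF-1 subunit MSI1 (−0.42), and as a list they did not pass (camera adjusted p = 0.174). Of the 6 complete chromatin assembly sets of S2 Data, chosen by the authors on these samples, 4 were lower, with nucleosome assembly lowest (camera adjusted p = 0.00610, and 0.320 as adjusted p with an estimated correlation).

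Of 50 genes of the coactivators SAGA, Mediator and SWI/SNF, 0 passed in either direction by edgeR, before and after adjustment over the list alone (median −0.02, camera adjusted p = 0.867). The 2 complete sets of positive transcription regulation in S2 Data, regulatory region nucleic acid binding and transcription factor binding, had medians of −0.08 and −0.05 (camera adjusted p = 0.112 and 0.313). Preranked GSEA, the kind of test the paper used, gave these sets normalized enrichment scores of −1.98 and −2.06 (false discovery rate 0.00727 and 0.00639). Of 12 genes of RNA polymerase II subunits 1 fell and 0 rose (0 and 0 when adjusted over the list alone; camera adjusted p = 0.812).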

During G_2_/M arrest, genes that belong to biological pathways such as chromatin assembly and positive transcription regulation were downregulated in *rad30Δ* compared to WT cells (Fig 4A). Consistent with downregulation of genes involved in the chromatin assembly pathway, we observed that the global nucleosome occupancy of *rad30Δ* cells was moderately increased compared to WT cells (S4A Fig). Although this may raise a concern about cohesin binding in *rad30Δ* cells, as nucleosome-free regions at promoters are required for cohesin loading [6,41], we previously noted that absence of Polη does not result in apparent differences in overall cohesin binding [25]. However, by revisiting our published Scc1 ChIP-sequencing dataset (GSE42655) and performing genome-wide meta-analysis, we found that association of cohesin around TSS was increased in *rad30Δ* compared to WT cells (S4B and S4C Fig). Notably, this increased binding was not found around TES (S4D and S4E Fig), and was independent of DSB induction (S4B–S4E Fig). This could reflect that cohesin bound at TSS becomes less dynamic when transcription is dysregulated, as in *rad30Δ* cells.

**Fig 4:**
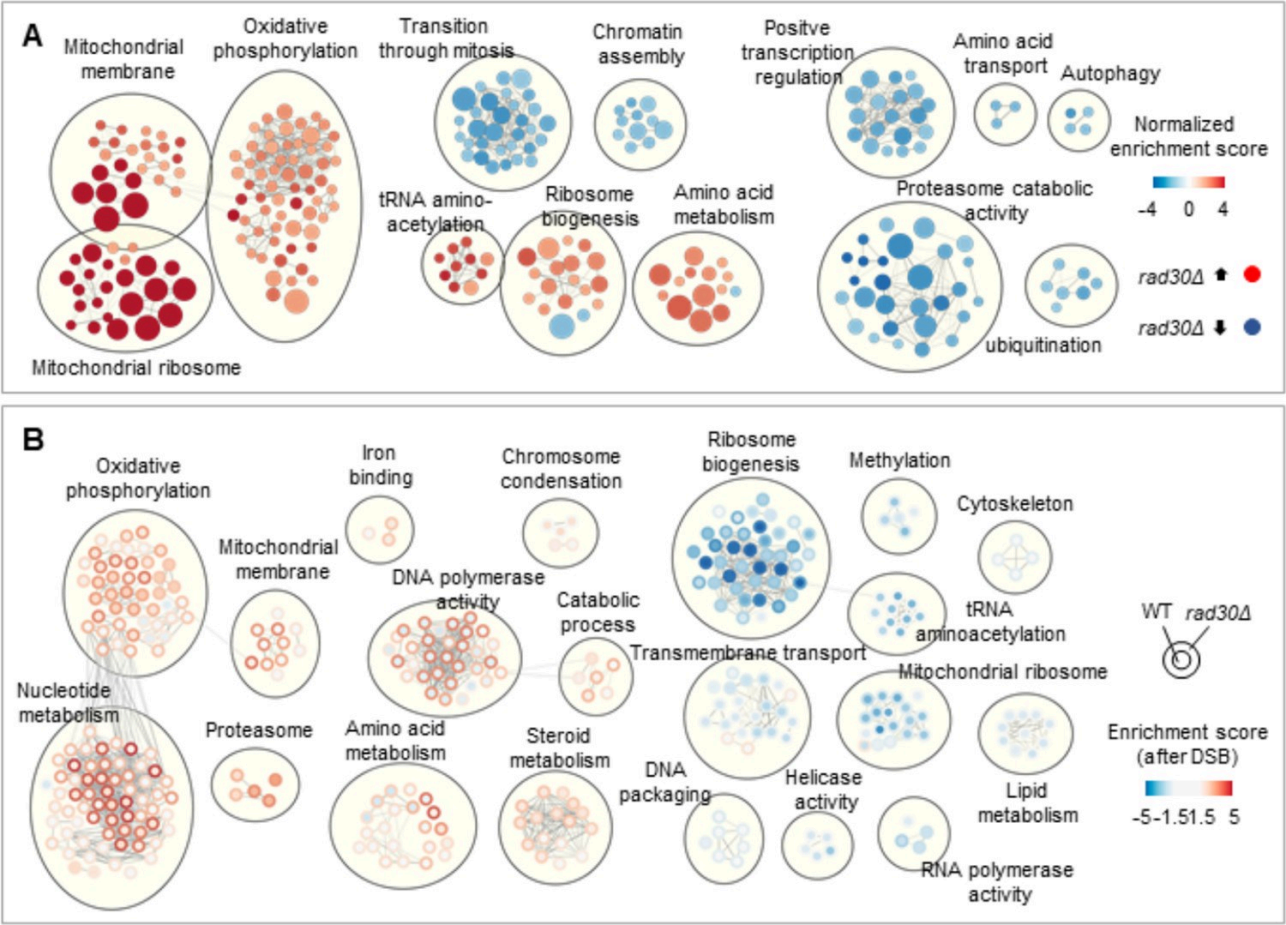
Genes involved in chromatin assembly and positive transcription regulation pathways are downregulated in the absence of Polη. (A) Relatively enriched pathways in G_2_/M arrested WT and *rad30Δ* cells, plotted with Cytoscape after gene set enrichment analysis (GSEA). The GSEA was performed with gene lists ranked by log_10_ *p* value (multiplied by the sign of the fold change) of each gene. The number of genes in each gene set is proportional to the circle size. Lines connect gene sets with similarity greater than 0.7. All gene sets have FDR < 0.05. (B) Gene set enrichment analysis after DSB induction, plotted with Cytoscape to depict the difference between WT and *rad30Δ* cells in up- or down-regulation of indicated pathways after DSBs. Gene expression of WT and *rad30Δ* cells after DSBs was compared to that of respective G_2_/M arrested cells. GSEA was performed as in (A). The lines indicate the same as in (A). All gene sets have FDR < 0.05 and a normalized enrichment score > 2 for at least one of the WT or *rad30Δ* cells.

When comparing gene expression after break induction, the pathways illustrated in Fig 4B were clearly differentially regulated between WT and *rad30Δ* cells. 

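After DSB induction, 74 of the 88 complete sets of S3 Data rose in *rad30Δ* cells and 8 rose in WT cells (camera on edgeR's counts, adjusted p under 0.05). The difference between the strains passed as an interaction for 21 sets, each higher in *rad30Δ* cells. With an estimated correlation 0 of these 3 counts held. Preranked GSEA gave 87 rising sets in *rad30Δ* cells, 30 rising and 10 falling in WT cells, and 40 higher in the interaction. Fry, which tests a set against no change and not against other genes, gave 24 rising sets in WT cells and 0 in the interaction. The 9 sets grouped as DNA polymerase activity, which hold 40 to 42 genes each, carried names such as viral capsid assembly and virion assembly. The genes of the S3 Data set named virus maturation were treated here as Ty element genes, whose copies may share reads. How many genes these 9 sets share was not counted, so they need not be separate results. All 9 sets were higher in *rad30Δ* cells in the interaction (lowest adjusted p = 5.63e-10, and 0.320 as lowest adjusted p with an estimated correlation), with 9 rising in *rad30Δ* and 0 in WT cells. Of 26 oxidative phosphorylation sets 23 rose in *rad30Δ* and 2 in WT cells, and 0 differed in the interaction. Of 41 nuclear-encoded oxidative phosphorylation genes 9 rose in *rad30Δ* and 5 in WT cells (18 and 19 when adjusted over the list alone; camera adjusted p = 8.33e-06 and 0.00346, and 0.411 and 0.640 as adjusted p with an estimated correlation). Of 15 steroid sets 12 rose in *rad30Δ* and 0 in WT cells, and 0 differed in the interaction, and ERG3 and ERG5 of ergosterol synthesis had log2 fold changes of 0.67 and 0.49 in *rad30Δ* cells. Of 5 proteasome sets 5 rose in *rad30Δ* and 2 in WT cells, and 0 differed in the interaction (lowest adjusted p = 0.616). These counts moved with single libraries. Leaving out G_2_/M replicates 1, 2 and 3 of WT cells gave 19, 5 and 1 sets in WT cells, leaving out those after DSB induction 1, 16 and 5, and a replicate block within strain 19. Without replicate 1 of *rad30Δ* cells after DSB induction, 33 sets rose in *rad30Δ* cells. The interaction count was 9 without WT G_2_/M replicate 1, 9 without WT replicate 3 after DSB induction, 10 without *rad30Δ* G_2_/M replicate 3, and 10, 53 and 9 without *rad30Δ* replicates 1, 2 and 3 after DSB induction.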

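Of 30 genes of purine and pyrimidine synthesis, 2 rose and 6 fell in WT cells after DSB induction (3 and 9 when adjusted over the list alone), and 1 rose and 1 fell in *rad30Δ* cells (3 and 2 when adjusted over the list alone). ADE17, which acts late in purine synthesis, rose in both strains, with log2 fold changes of 0.76 in WT and 0.53 in *rad30Δ* cells, and IMD3, an IMP dehydrogenase, fell in both, with −0.59 and −0.42. IMD4 (−0.60), which overlaps the small nucleolar RNA SNR54 and may share its reads, and PRS5 (−0.45) fell in WT cells. The median difference between the responses was 0.13, higher in *rad30Δ* cells (camera adjusted p = 0.0695), and passed without WT replicate 2 in G_2_/M arrest (0.0242), WT replicate 2 after DSB induction (0.0402) or *rad30Δ* replicate 1 in G_2_/M arrest (0.0173). Preranked GSEA gave a false discovery rate of 6.38e-04. Of 23 complete nucleotide metabolism sets of S3 Data, 18 rose in *rad30Δ* and 1 in WT cells, and 10 differed in the interaction (lowest adjusted p = 0.0197, and 0.611 as lowest adjusted p with an estimated correlation). The sets that differed included the glycolytic process and ATP generation from ADP, which hold the same glycolysis genes. Of 17 glycolysis genes 7 rose and 0 fell in *rad30Δ* cells (10 and 1 when adjusted over the list alone; camera adjusted p = 4.36e-05, and 0.397 as adjusted p with an estimated correlation), among them TDH2 (1.21), PGK1 (0.74) and GPM1 (0.72), while 5 rose and 2 fell in WT cells (6 and 4 when adjusted over the list alone; camera adjusted p = 0.273).

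Of 55 genes of amino acid synthesis, 3 rose and 7 fell in WT cells (4 and 7 when adjusted over the list alone) and 5 rose and 1 fell in *rad30Δ* cells (6 and 1 when adjusted over the list alone). GLN1, the glutamine synthetase, the asparagine synthetase ASN1 and the glutamate dehydrogenase GDH1 fell in WT cells, with log2 fold changes of −0.90, −0.59 and −0.41. LEU1 and LEU9 of leucine synthesis (0.63, 0.62) and LYS2 of lysine synthesis (0.31) rose in *rad30Δ* cells. Neither response passed as a list (camera adjusted p = 0.292 in WT and 0.167 in *rad30Δ* cells), while their difference did, with a median of 0.13 higher in *rad30Δ* cells (camera adjusted p = 0.00307, and 0.350 as adjusted p with an estimated correlation). Of 6 complete amino acid metabolism sets, 5 rose in *rad30Δ* and 1 in WT cells, and 2 differed in the interaction. The aminoacyl-tRNA synthetase genes fell in WT cells, 12 of 31 with 1 rise (15 and 1 when adjusted over the list alone; median −0.25, camera adjusted p = 7.12e-05, and 0.364 as adjusted p with an estimated correlation), and their response differed between the strains by a median of 0.23 (camera adjusted p = 2.49e-06, and 0.350 as adjusted p with an estimated correlation).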

The nucleotide metabolism and amino acid metabolism pathways in WT cells, for instance, were upregulated to less extent compared to *rad30Δ* cells. This further indicates deregulation of gene expression in the *rad30Δ* mutant. Considering the fact that DNA damage response (DDR) proteins contribute to formation of damage-induced cohesion [22,24], we looked into the DDR pathway after DSB induction. 

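Of 20 DNA damage-inducible genes, 4 rose and 0 fell in WT cells after DSB induction (also 4 and 0 when adjusted over the list alone). RNR3, a damage-inducible ribonucleotide reductase subunit, had a log2 fold change of 0.81 (standard error 0.11, adjusted p = 8.32e-04 from edgeR's quasi-likelihood test), PLM2 of 0.62, the polyubiquitin gene UBI4 of 0.31 and HUG1 of 1.12. HUG1 (adjusted p = 0.0360) did not pass when any 1 of the 6 WT libraries was left out (adjusted p of 0.0523 to 0.120). As a list these genes were higher (median 0.15, camera adjusted p = 0.0387, 0.199 as adjusted p with an estimated correlation and 0.0504 with a replicate block within strain). The list did not pass without WT G_2_/M replicate 1 (adjusted p = 0.0615), without WT replicate 2 or 3 after DSB induction (0.0615 and 0.0535) or without replicate 3 of *rad30Δ* cells after DSB induction (0.0520). Of 42 DNA damage checkpoint and double-strand break repair genes, 6 rose and 1 fell in WT cells (8 and 1 when adjusted over the list alone), among them RAD53 (0.58), SGS1 (0.33) and the replication protein A subunits RFA3 (0.31) and RFA2 (0.26), and as a list they did not pass by camera (median 0.09, adjusted p = 0.102). Preranked GSEA passed this list (false discovery rate 0.0180), and so did fry, which tests a list against no change and not against other genes (adjusted p = 0.00498). In *rad30Δ* cells RNR3 and PLM2 rose, with log2 fold changes of 0.57 and 0.47, and 2 of the 20 damage-inducible genes passed (5 when adjusted over the list alone; camera adjusted p = 0.0926). The checkpoint and repair genes counted 0 rises and 1 fall there, that of LIF1 (also 0 and 1 when adjusted over the list alone; camera adjusted p = 0.540), and RAD53 had 0.55 (adjusted p = 0.0621). The damage-inducible genes did not pass the test of a difference in response between the strains (interaction median −0.06, camera adjusted p = 0.693). The checkpoint and repair genes passed it, lower in *rad30Δ* cells (median −0.09, camera adjusted p = 0.00701, and 0.350 as adjusted p with an estimated correlation), but not without replicate 3 of *rad30Δ* cells after DSB induction (0.0831). This list holds LIF1, the neighbour of MF(ALPHA)2, whose interaction log2 fold change was −1.55. The list was not tested without LIF1, so how far that gene makes the call is open.

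In G_2_/M arrest 6 of the 20 damage-inducible genes were lower in *rad30Δ* than in WT cells and 0 were higher (also 6 and 0 when adjusted over the list alone; median −0.11, camera adjusted p = 0.00148, 0.0391 as adjusted p with an estimated correlation, and a false discovery rate of 0.0575 by preranked GSEA). Among them were the DNA glycosylase MAG1 (−1.10), its divergent neighbour DDI1 (−0.62) and the repair factors RAD23 (−0.57) and RAD54 (−0.54). After DSB induction 8 were lower and 2 higher in *rad30Δ* cells (8 and 3 when adjusted over the list alone; median −0.18, camera adjusted p = 8.75e-04, and 0.0316 as adjusted p with an estimated correlation).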

Despite that some genes belonging to the cellular response to DNA damage stimulus pathway (GO: 6974) were upregulated in WT cells after DSB induction, this pathway was overall not significantly enriched. In addition, activation of the DNA damage checkpoint, as indicated by phosphorylation of Rad53, was only observed during the recovery period after DSB induction in both WT and *rad30Δ* cells (S4F and S4G Fig), with no difference in cell cycle progression between populations (S4H Fig). These results indicate that the lack of damage-induced cohesion in *rad30Δ* cells is not due to a possible difference in activation of the DNA damage checkpoint. Furthermore, in response to DSBs, expression of the acetyltransferase *ECO1* was not enhanced in either WT or *rad30Δ* cells (S4I Fig). Altogether, this made it plausible to investigate the potential connection between transcription and damage-induced cohesion, and for this we focused on two of the upregulated gene sets in WT cells before DSB induction—chromatin assembly and positive transcription regulation.

### Deleting *HIR1* leads to partially deficient damage-induced cohesion

To assess if transcriptional activity is related to generation of damage-induced cohesion, we utilized a genetic approach by testing mutants which in theory should mimic or reverse the transcriptional deregulation in *rad30Δ* cells. One of the interesting candidates was Hir1 (a component of the HIR complex) that is known to be involved in chromatin assembly. The HIR complex and the histone chaperone Asf1 mediate histone H3 exchange with post-translationally modified H3, independently of replication [42,43]. The exchange mainly takes place at promoters and correlates with active transcription. However, basal H3 exchange also occurs to poise inactive promoters for optimal transcription [44,45]. Therefore, the relevance between transcriptional activation and formation of damage-induced cohesion could be investigated through the *hir1Δ* mutant.

To monitor damage-induced cohesion, DSBs and ectopic P_*GAL*_*-SMC1-MYC* expression were induced by addition of galactose to G_2_/M arrested cells. Due to the *smc1-259 ts* background, cohesion established during replication was inactivated by raising the temperature. Damage-induced cohesion generated with the ectopic Smc1-Myc was examined with an integrated TetO/TetR-GFP array on Chr. V (illustrated in S5A Fig). G_2_/M arrest, break induction and protein expression of the ectopic Smc1-Myc were confirmed for all experiments, with examples shown in S5B–S5D Fig. Interestingly, formation of damage-induced cohesion was partially deficient in the *hir1Δ* mutant, while the *hir1Δrad30Δ* double resembled the *rad30Δ* single mutant, although with slower sister separation (Fig 5A). This indicated that Hir1 and Polη are both required for efficient damage-induced cohesion; possibly acting in the same pathway.

**Fig 5:**
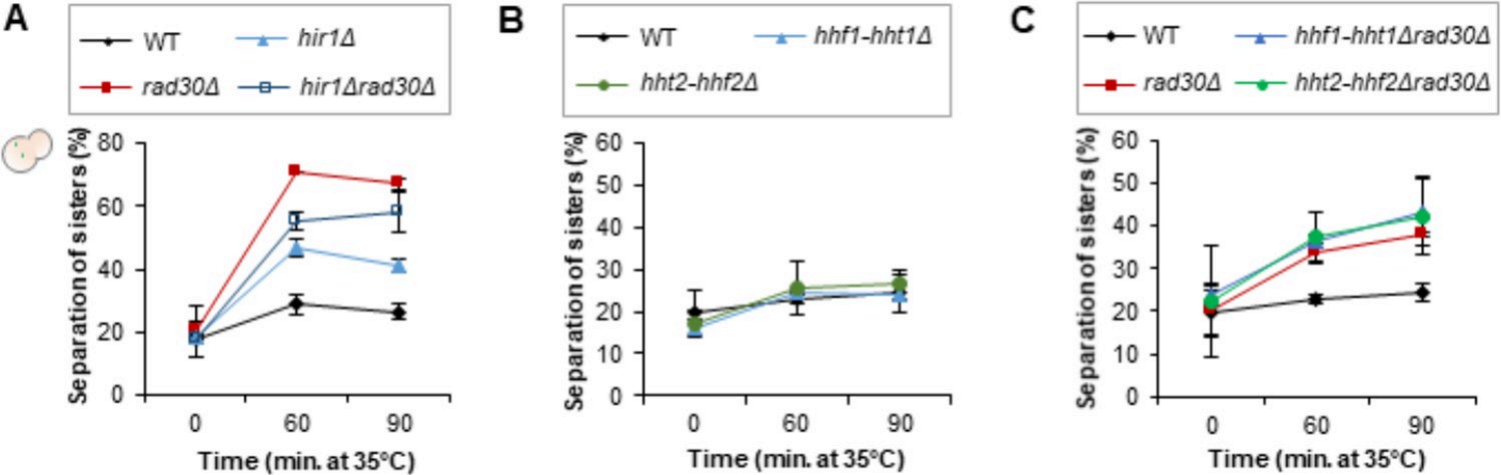
Deleting *HIR1* leads to partially deficient damage-induced cohesion. (A) Damage-induced cohesion assays of the *hir1Δ* single and *hir1Δrad30Δ* double mutants after P_*GAL*_-*HO* induction, performed as illustrated in S5A Fig. Means ± STDEV from two independent experiments are shown. Two-hundred cells were counted for each time point, in each experiment. (B-C) Damage-induced cohesion assays of the *hhf1-hht1Δ* and *hht2-hhf2Δ* mutants after P_*GAL*_-*HO* induction, performed as in (A). Means ± STDEV from two independent experiments are shown. At least two-hundred cells were counted for each time point, in each experiment.

By using the *hir1Δ* mutant, we determined if the HIR/Asf1-dependent histone exchange affected formation of damage-induced cohesion. However, the observed deficiency of the *hir1Δ* cells might be due to de-repression of histone genes, as the HIR complex also negatively regulates expression of histone genes [46,47]. If so, reducing the histone gene dosage should be beneficial for the *rad30Δ* mutant in generation of damage-induced cohesion. Yet, deletion of any H3-H4 coding gene pair (*HHT1-HHF1* and *HHT2-HHF2*) did not affect formation of damage-induced cohesion, neither on their own nor in *rad30Δ* cells (Fig 5B and 5C). This indicates that the partial deficiency of the *hir1Δ* mutant is not due to altered histone gene dosage, and points to a need for histone exchange during transcription for formation of damage-induced cohesion.

### Perturbing histone exchange at promoters negatively affects formation of damage-induced cohesion

To further investigate the effect of pertubing histone exchange on formation of damage-induced cohesion, we tested *HTZ1* deleted cells. Htz1, the histone variant of H2A, is preferentially incorporated at basal/repressed promoters. It is however susceptible to be evicted from the nucleosome, and that in turn promotes its exchange for H2A. This facilitates transcriptional activation [48,49], and relieves the +1 nucleosome barrier to RNAPII [50,51]. Since the *htz1Δ* mutant does not respond to P_*GAL*_*-HO* induction [52], γ-irradiation was utilized as source of DSB induction (see materials and methods). Similar to the *hir1Δ* mutant (S6A and S6B Fig), the *htz1Δ* mutant showed impaired damage-induced cohesion (Fig 6A). In contrast to a previous report [53], we did not observe a cohesion maintenance defect due to *HTZ1* deletion (S6C Fig).

**Fig 6:**
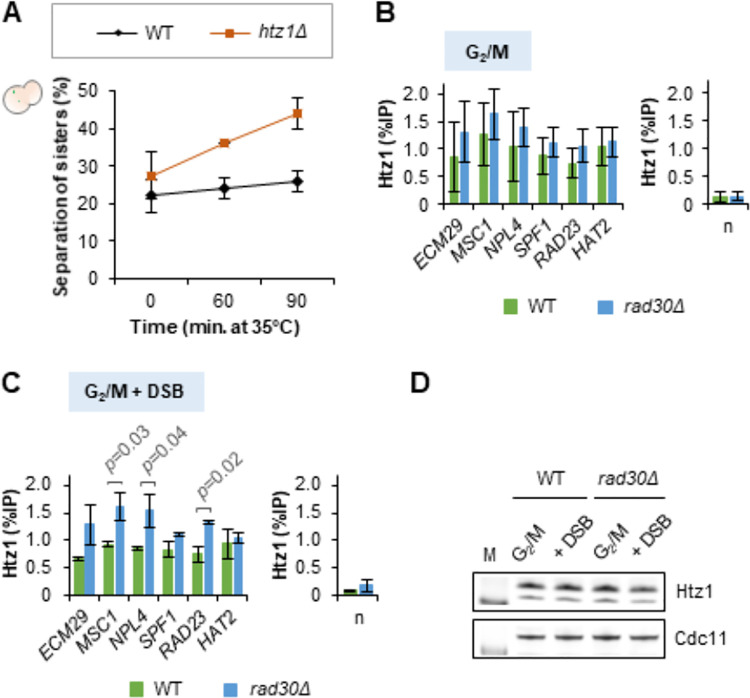
Perturbing histone exchange at promoters negatively affects formation of damage-induced cohesion. (A) Damage-induced cohesion assay of the *htz1Δ* mutant after γ-irradiation, performed according to the procedure described in the materials and methods. Means ± STDEV from two independent experiments are shown. For each experiment, at least two-hundred cells were counted for each time point. (B-C) ChIP-qPCR analyses to determine Htz1 occupancy at promoters of selected genes, before (B) and after DSB induction (C) in G_2_/M arrested WT and *rad30Δ* cells. *SPF1*, *RAD23* and *HAT2* are located at the left arm of chromosome V, where damage-induced cohesion was monitored. Error bars indicate the mean ± STDEV of three independent experiments for (B) and two independent experiments for (C). Statistical differences compared to the WT cells were evaluated by t-test. n, low-binding control. (D) Western blot analysis of the total Htz1 protein level in WT and *rad30Δ* cells, before and after DSB induction during G_2_/M phase. Cdc11 was used as loading control. M, protein marker.

Since Htz1 is required for formation of damage-induced cohesion, we investigated if there was a difference in Htz1 occupancy at promoters between WT and *rad30Δ* cells. For this, we focused on three of the genes analyzed for Rpb1 binding in Fig 1B and three additional genes around the *URA3* on Chr. V, where we monitored damage-induced cohesion. We selected genes with TATA-less promoters for analyses because Htz1 is relatively enriched at these promoters [48,49]. Interestingly, Htz1 occupancy at some of the selected promoters was increased in *rad30Δ* compared to WT cells, particularly after DSB induction in G_2_/M (Fig 6B and 6C). Despite this difference, the total protein level of Htz1 was similar between WT and *rad30Δ* cells (Fig 6D). This indicates that the Htz1/H2A exchange at certain promoters was reduced in the absence of Polη, especially in response to DSBs. These results were in line with *hir1Δ* and *htz1Δ* cells being deficient in damage-induced cohesion (Figs 5A, 6A and S6B), and suggest that perturbing histone exchange at promoters negatively affects formation of damage-induced cohesion.

### Transcriptional deregulation leads to deficient damage-induced cohesion

In addition to the *hir1Δ* and *htz1Δ* mutants, we used a *set2Δ* mutant to test if transcriptional regulation is correlated with generation of damage-induced cohesion. Set2 mediates co-transcriptional H3K36 methylation (H3K36me1/2/3). This promotes restoration of chromatin to the pretranscribed hypoacetylation state and represses histone exchange at coding regions after transcription elongation [54–56]. Presence of Set2 at promoters also suppresses transcription initiation of certain basal repressed genes [57–59]. Interestingly, a *set2Δ* mutant was reported to suppress sensitivity of certain transcriptional elongation factor mutants to 6-azauracil [59], a mechanistic analog of MPA [60,61]. As we showed that *rad30Δ* cells are sensitive to transcription elongation inhibitors (Fig 1A), we tested if deletion of *SET2* would also rescue *rad30Δ* cells from this sensitivity. The *set2Δ* mutant was insensitivite to MPA or actinomycin D, and masked sensitivity of *rad30Δ* cells especially to actinomycin D (Fig 7A). Through this genetic interaction, we then tested if deletion of *SET2* would also suppress the deficiency of *rad30Δ* cells in damage-induced cohesion. While the *set2Δ* mutant resembled the WT cells in formation of damage-induced cohesion, deletion of *SET2* remarkably suppressed the lack of damage-induced cohesion in the *rad30Δ* mutant (Fig 7B). In addition, since removing *SET2* has been shown to cause an increased RNAPII association towards the 3’-end of actively transcribed genes [62], we monitored chromatin association of Rpb1 in the *set2Δrad30Δ* mutant. Absence of Set2 in G_2_/M arrested *rad30Δ* cells to some extent compensated for the reduced Rpb1 binding in *rad30Δ* cells (Fig 7C–7E). This trend was however not observed after DSB induction (S7A–S7C Fig). Considering that the differentially expressed genes in WT and *rad30Δ* cells after DSB induction significantly overlapped (S2D Fig), these data together suggest that general transcription regulation during G_2_/M phase influences formation of damage-induced cohesion.

**Fig 7:**
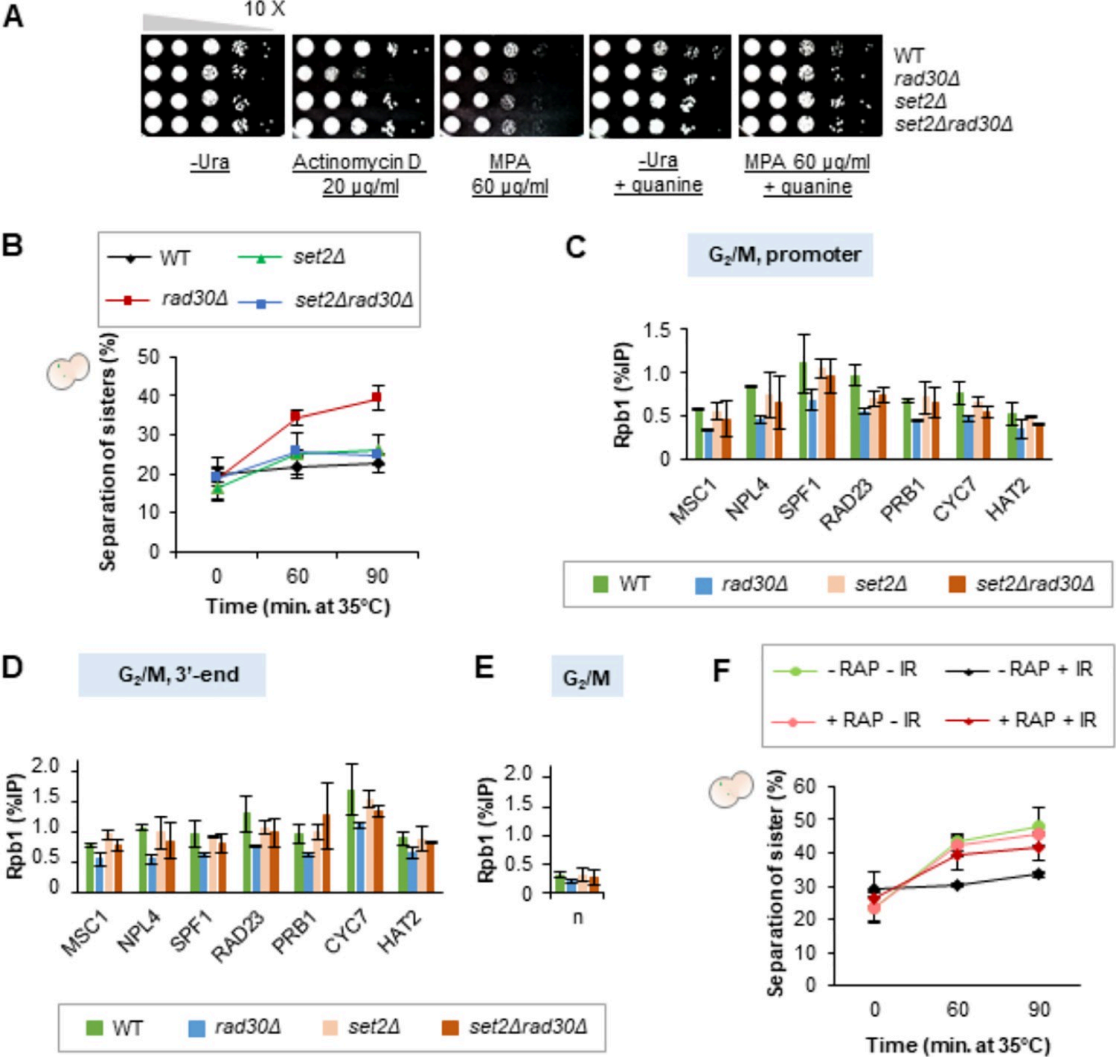
Transcriptional deregulation leads to deficient damage-induced cohesion. (A) Spot assay to monitor the effect of *SET2* deletion on the *rad30Δ* mutant sensitivity to the transcription elongation inhibitors, actinomycin D and mycophenolic acid (MPA). Tenfold serial dilutions of indicated mid-log phase cells on control (-Ura plate ± guanine) and drug-containing plates, after 3 days incubation. (B) Damage-induced cohesion assay of the *set2Δ* mutant after P_*GAL*_-*HO* induction, performed as depicted in S5A Fig. Means ± STDEV from two independent experiments are shown. At least two-hundred cells were counted for each time point, in each experiment. (C-E) ChIP-qPCR analyses to determine chromatin association of Rpb1 at promoters and 3’-ends of selected genes, in indicated G_2_/M arrested cells. Except *MSC1* and *NPL4*, the rest of the selected genes are located at the left arm of chromosome V, where damage-induced cohesion was monitored. Error bars indicate the mean ± STDEV of two independent experiments. n, low-binding control (n2 in Fig 1B). (F) Damage-induced cohesion assay of the Rpb1-anchor away strain. Gamma-irradiation (IR) was used as the source of DSBs. The assay was performed according to the procedure described in materials and methods. Rapamycin (RAP) was added to deplete Rpb1 from the nucleus. Means ± STDEV from three independent experiments are shown. At least two-hundred cells were counted for each time point, in each experiment.

To further examine this idea, we inhibited transcription and monitored formation of damage-induced cohesion after γ-irradiation. Transcription inhibition was achieved through the anchor-away system, which uses rapamycin to induce heterodimerization of the anchor (Rpl13A-FKBP12) and the FRB-tagged target, in our case Rpb1 [63], thereby excluding Rpb1 from the nucleus (S7D Fig). To avoid toxicity of rapamycin and its effect on transcription, the rapamycin binding protein Fpr1 and the rapamycin target Tor1 were either deleted or mutated in our ‘Rpb1-anchor away’ strain ([63–65] and S1 Table). Anchoring Rpb1 away from the nucleus by 1-hour rapamycin treatment caused approximately two-fold reduction in expression of selected genes (S7E Fig), without triggering early DNA damage response (S7F Fig), or compromising the protein level of the *P*_*GAL*_-driven ectopic Smc1-Myc (S7G Fig). In line with previous experiments, without addition of rapamycin, damage-induced cohesion was formed after exposure to γ-irradiation (Fig 7F). However, transcription inhibition induced by rapamycin indeed negatively affected formation of damage-induced cohesion. Altogether, this supports the idea that transcription deregulation, as a consequence of persistent absence of Polη, is connected to deficienct damage-induced cohesion.

## Discussion

We previously showed that Polη is specifically required for genome wide damage-induced cohesion [25] but its mechanistic role in this process was unclear. The present study was initiated by the observation that Polη-deficient cells displayed altered transcriptional regulation, both in unchallenged G_2_/M arrested cells and in response to DSBs. Transcription elongation deficiency was corroborated by increased sensitivity of Polη-deficient cells to transcription elongation inhibitors (Fig 1A). It could be argued that the sensitivity to actinomycin D would be a consequence of DNA damage because actinomycin D also inhibits topoisomerases [66], leading to formation of DSBs. However, since the *rad30Δ* mutant is insensitive to specific topoisomerase inhibitors, such as camptothecin and etoposide [67,68], this was less likely.

To know which pathways were affected in the absence of Polη, gene set enrichment analysis was performed after RNA-seq. 

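In G_2_/M arrest, 37 of 69 mitochondrial ribosomal protein genes were higher in *rad30Δ* than in WT cells and 0 were lower (61 and 0 when adjusted over the list alone). Their median log2 fold change was 0.44 (camera adjusted p = 2.62e-19, and 0.456 as adjusted p with an estimated correlation). MRPS8, MRPL6, MRP51 and MRPL36 had log2 fold changes of 0.60, 0.54, 0.49 and 0.44. Of 41 nuclear-encoded oxidative phosphorylation genes 5 were higher and 0 lower (8 and 0 when adjusted over the list alone; median 0.14, camera adjusted p = 0.00115, and 0.546 as adjusted p with an estimated correlation), among them TIM11 (0.39) and ATP20 (0.37) of the ATP synthase. Of 13 tricarboxylic acid cycle genes, FUM1 (0.41) passed and 0 were lower (4 and 0 when adjusted over the list alone; median 0.21, camera adjusted p = 0.0175, and 0.546 as adjusted p with an estimated correlation), a list that did not pass without WT replicate 3 (0.0518) or *rad30Δ* replicate 1 (0.0784). In S2 Data, 5 of 7 complete mitochondrial ribosome sets, 11 of 16 mitochondrial membrane sets and 12 of 36 oxidative phosphorylation sets were higher, with the large mitochondrial ribosomal subunit lowest in p (camera adjusted p = 3.87e-14, and 0.352 as adjusted p with an estimated correlation).

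After DSB induction, 54 of the 69 mitochondrial ribosomal protein genes were higher in *rad30Δ* than in WT cells and 0 were lower (63 and 0 when adjusted over the list alone; median 0.53, camera adjusted p = 1.27e-22, and 0.290 as adjusted p with an estimated correlation). Single *rad30Δ* libraries differed in these genes, at 0.04, 0.02 and 0.53 relative to the mean of all libraries in replicates 1, 2 and 3 after DSB induction on the log2 scale, and replicate 3 is the library with the highest share of reads on the mitochondrial genome. Over the same libraries 5 of 10 core histone genes and 8 of 28 histone chaperone and chromatin assembly genes were lower in *rad30Δ* cells, with 0 and 2 higher (6 and 0, and 9 and 2, when adjusted over the list alone; camera adjusted p = 0.00421 and 0.0489, and 0.308 for each as adjusted p with an estimated correlation). The mating-type genes differed between the strains as well, with mean log2 fold changes of −2.45 over the genes listed as a-specific, AFB1 included, and 3.20 over the α-specific genes. None of these differences can be assigned to *RAD30* alone, since no library separates it from strain.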

We found that mitochondrial related pathways were enhanced in *rad30Δ* cells, in contrast to downregulation of genes belonging to the chromatin assembly pathway (Fig 4A and 4B and S2 and S3 Data). This is an interesting observation since genes involved in the tricarboxylic acid cycle and oxidative phosphorylation pathways, which are related to mitochondria, were similarly upregulated in mutants with defective chromatin assembly [69].

To test if the lack of damage-induced cohesion in *rad30Δ* cells would be due to transcriptional dysregulation, we first tested the requirement of HIR/Asf1 mediated histone exchange for damage-induced cohesion, from the perspective of chromatin assembly. By deleting the *HIR1* gene, which is sufficient to disrupt the HIR/Asf1 interaction [43], we found that the *hir1Δ* mutant is partially deficient in damage-induced cohesion (Figs 5A and S6B). The role of the HIR complex in damage-induced cohesion might appear difficult to pinpoint since it is involved in multiple processes. We thus addressed the possible effect of HIR-dependent repression of histone genes [46] on formation of damage-induced cohesion. This possibility was however excluded because no effect of deleting H3-H4 gene pairs (Fig 5B and 5C) was observed in *rad30Δ* cells. The HIR complex has also been implicated in formation of a functional kinetochore [70] and heterochromatic gene silencing [71]. However, the chromatin assembly complex-1 (CAF-1) is redundant with the HIR complex in these processes. Deletion of Hir1 is thereby not likely to perturb other processes than histone exchange. We therefore suggest a direct role for HIR-dependent histone exchange in damage-induced cohesion.

Functional importance of Polη in transcription was proposed to depend on its polymerase activity [29], while its role in damage-induced cohesion was not [25]. The finding that transcription supports formation of damage-induced cohesion could therefore be seen as conflicting with the polymerase-independent role of Polη. However, we previously showed that the putative Polη-S14 phosphorylation is required for damage-induced cohesion, but not for cell survival after UV irradiation [28], which depends on Polη polymerase activity. In addition, the *Polη-S14A* mutant exhibits similar elongation inhibitor sensitivity and altered Rpb1 behaviour as the *rad30Δ* mutant (Fig 1A–1D). This together indicates that the polymerase activity is not the sole requirement for Polη in transcription.

To gain further insight into the role of Polη in transcription, we analyzed the types of promoters that Polη associates with (Table 1 and Fig 3). We found that the differentially expressed genes in G_2_/M arrested *rad30Δ* cells, especially the downregulated genes, were relatively enriched for closed and TATA-containing promoters. In line with this, we showed by ChIP-sequencing that Polη preferentially occupies these two types of promoters. The closed promoters that lack a nucleosome free region, are known to regulate stress related genes [72]. This is consistent with the downregulation of stress response (GO:0033554) in G_2_/M arrested *rad30Δ* cells (S2 Data, Ungrouped). Similarly, TATA-box containing genes are highly regulated and associated with stress response [37]. This together suggests that Polη could support transcription for proper stress response. 

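Of 37 environmental stress response genes, 13 fell and 0 rose in G_2_/M arrested *rad30Δ* cells (17 and 0 when adjusted over the list alone). Their median log2 fold change was −0.34 (camera adjusted p = 4.05e-06, and 0.523 as adjusted p with an estimated correlation). RTN2 fell by a log2 fold change of −1.21, the small heat shock gene HSP12 by −1.04 (adjusted p = 5.65e-04 from edgeR's quasi-likelihood test), the glutamate decarboxylase GAD1 by −0.85 and the transaldolase NQM1 by −0.83. The genes averaged −0.57 to −0.47 relative to the mean of all libraries in the 3 *rad30Δ* libraries on the log2 scale and −0.17 to −0.04 in the 3 WT libraries. DDR48, a stress gene that the paper names, had a log2 fold change of −1.19. Whether these lower values follow strain or *RAD30* cannot be told apart. After DSB induction the list rose in both strains, with 22 rises and 2 falls in WT cells and 17 rises and 3 falls in *rad30Δ* cells (25 and 4, and 26 and 3, when adjusted over the list alone; medians 0.62 and 0.71, camera adjusted p = 2.35e-14 and 2.75e-12, and 0.329 and 0.290 as adjusted p with an estimated correlation). SSA4 (2.27), GRE1 (2.09), HSP12 (1.49) and GND2 (1.19) led in WT cells, and in *rad30Δ* cells GRE1 (1.62), HSP12 (1.38) and YGP1 (1.01) were among the rises. Whether these rises follow the DSBs or the added galactose cannot be told apart. The difference between the responses did not pass (camera adjusted p = 0.410), apart from the fit without replicate 3 of *rad30Δ* cells after DSB induction (0.00209). The cellular stress set of S2 Data is shortened in the copy at hand and was not tested.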

Besides of closed and TATA-containing promoters, Polη was also found to be relatively enriched at FN promoters in our Polη-ChIP-sequencing analysis. The FN promoters typically regulate highly expressed or growth related genes [36]. However, the differentially expressed genes in *rad30Δ* cells did not significantly overlap with genes regulated by this type of promoter (Table 1), showing that their expression was not affected by persistent absence of Polη. Nevertheless, knowing the types of promoters that Polη preferentially associates with should be helpful for identification of its potential interactors during transcription. It would also be interesting to know how these preferences are correlated with formation of damage-induced cohesion in the future.

To further investigate if Polη acts directly or indirectly in transcription, we depleted Polη temporally during G_2_/M and analyzed expression of selected genes. It turned out that in contrast to *rad30Δ* cells, expression of most tested genes was not affected (Figs 3E, 3F and S3D). This suggests an indirect role of Polη in transcription, which would only perturb the transcriptional process if it is persistently absent from cells. We speculate that presence of Polη at specific promoters and Polη-S14-phosphorylation contribute to formation of a certain chromatin state, which is primed for proper transcriptional regulation. This is indicated by the reduced chromatin binding of Rpb1 in the Polη null and *Polη-S14A* mutants (Fig 1B), the preference of Polη for certain promoters (Fig 3A–3C) and the reduced Htz1/H2A exchange in *rad30Δ* cells (Fig 6C). In contrast, a temporal depletion of Polη during G_2_/M would likely have less impact on chromatin state. Precisely how the persistent absence of Polη indirectly affects transcription remains to be investigated further.

Through perturbing histone exchange, removing a transcription elongation regulator (illustrated in S8 Fig), and inhibiting transcription by anchoring Rpb1 away from the nucleus (Figs 7F and S7D–S7G), we show that a regulated transcriptional response connected to chromatin assembly, potentially facilitates generation of damage-induced cohesion post-replication. Since establishment of sister chromatid cohesion is proposed to occur simultaneously with replication fork progression [14,73], in concert with replication-coupled nucleosome assembly [74], it is also possible that replication-independent nucleosome assembly (histone exchange) is utilized as an alternative platform for generation of damage-induced cohesion after replication (S8 Fig, WT). In support of this, deregulated transcription and reduced Htz1/H2A exchange in *rad30Δ* cells negatively affected formation of damage-induced cohesion (S8 Fig, *rad30Δ*).

Despite the subtle defect in chromosome segregation observed in the *rad30Δ* mutant [25], the importance of genome wide damage-induced cohesion remains to be determined. It might be relevant to the increased chromosome mobility in response to DSBs, which presumably facilitates the search of sequence homology for recombination [75,76]. Interestingly, chromosome mobility is at the same time constrained by sister chromatid cohesion [77]. Since unbroken chromosomes are known to be less mobile than broken chromosomes [75,76], formation of genome-wide damage-induced cohesion might further limit the movements of undamaged chromosomes, to reduce the chance of unfavorable recombinations.

In summary, we show that transcriptional deregulation driven by persistent absence of Polη leads to deficient damage-induced cohesion. Through a genetic approach, our study provides new insight into a potential linkage between histone exchange and generation of damage-induced cohesion post-replication. Further studies would be needed to understand how chromatin dynamics during transcription facilitate formation of genome wide damage-induced cohesion, and if damage-induced cohesion could restrict movements of undamaged chromosomes.

## Materials and methods

### Yeast strains and media

All *S*. *cerevisiae* yeast strains, listed in S1 Table, were W303 derivatives (*ade2-1 trp1-1 can1-100 leu2-3*, *112 his3-11*, *15 ura3-1 RAD5 GAL psi*^*+*^). To create null mutants, the gene of interest was replaced with an antibiotic resistance marker through lithium acetate based transformation. Some strains were crossed to obtain desired genotypes. Yeast extract peptone (YEP) supplemented with 40 μg/ml adenine was used as yeast media, unless otherwise stated.

### Spot assay

Cell culturing and subsequent serial dilutions were performed as described [28]. Each dilution was sequentially spotted on uracil drop-out (-Ura) media, containing actinomycin D, MPA, or solvent only (final 1.2% ethanol in plates). Guanine was supplemented at 0.3 mM final concentration [78]. The plates were kept at room temperature and documented on the third day. Each spot assay was done at least twice.

### Protein extraction and western blotting

Whole cell extracts (WCEs) were prepared with glass bead disruption, TCA or a sodium hydroxide based method [79]. To monitor Rpb1 stability, cycloheximide (Sigma) was supplemented in media (final 100 μg/ml), and the protein extracts were prepared with sodium hydroxide based method. Bolt 4–12% Bis-Tris or NuPAGE 3–8% Tris-Acetate gels (Invitrogen) were used for electrophoresis, with Bolt MOPS, Bolt MES or NuPAGE Tris-Acetate SDS running buffer (Invitrogen). Proteins were transferred to nitrocellulose membranes with the Trans-blot Turbo system (Bio-Rad) or the XCell II Blot Module (Invitrogen). Antibody information is listed in the S2 Table. Odyssey Infrared Imaging and BioRad chemiluminescence system were used for antibodies detections. Image Studio Lite software was used for quantitation of protein bands.

### Chromatin immunoprecipitation (ChIP)-qPCR for Rpb1 and Htz1

ChIP was in essence performed as described with some modifications [25]. Cells were crosslinked with final 1% formaldehyde for 20 minutes at room temperature, followed by addition of final 125 mM glycine for 5 minutes. The cells were washed three times in 1X cold TBS and mechanically lysed using a 6870 freezer/mill (SPEX, CertiPrep). WCEs were subjected to chromatin shearing by sonication (Bandelin, Sonopuls) for chromatin fragments of 3–500 bp. Anti-Rpb1 and anti-Htz1 antibodies were coupled to protein A and protein G Dynabeads (Invitrogen) respectively for immunoprecipitation at 4°C, overnight. Crosslinking of eluted IP and input samples was reversed, and DNA was purified. DNA analysis was performed by real time qPCR (RT-qPCR) using SYBR Green (Applied Biosystems), according to manufacturer’s guidelines on an ABI Prism 7000 sequence detection system (Applied Biosystems). The genes of interest were selected based on the RNA-seq results. Primers used are listed in S3 Table. Each gene was analyzed with three technical repeats for each individual experiment. Statistical analysis was performed with SPSS statistics software (IBM).

### Polη-Myc ChIP

Preparation of WCEs for ChIP of Myc-tagged Polη was performed as described above, and the ChIP as in [29] with the following modifications. Sonicated cell lysates from 70–80 OD units were incubated with anti-MYC, rotating at 4°C overnight. Protein G Dynabeads (Invitrogen) were then added for immunoprecipitation for 3.5 hours at 4°C. After reversing cross-linking at 65°C for 15 hours, the samples were treated with RNAse (50 μg/ml, final concentration) for 1 hour at 37°C, and finally the chromatin was purified (PCR purification kit, Qiagene). DNA analysis was performed by ChIP Sequencing (see below).

### Total RNA extraction and RT-qPCR

For RNA-seq, G_2_/M arrested cells (about 9 OD_600_) were harvested before and after 1-hour P_*GAL*_*-HO* break induction. Equal amount of samples were additionally collected at each time-point as genomic DNA (gDNA) controls. The gDNA content of each sample was determined prior to total RNA extraction. Total RNA extracts were prepared with PureLink RNA Mini Kit (Invitrogen), with some modifications of the manufacture’s guidelines. Collected cell pellets were washed once with SE mix (final 1 M sorbitol and 50 mM EDTA), and resuspended with 100 μl zymolyase lysis buffer (SE mix supplemented with final 3 mg/ml 100T zymolyase (Sunrise Science) and 2.5 μl Ribolock (Invitrogen). The suspension was incubated at 30°C for 60 minutes, followed by addition of 200 μl kit-provided RNA lysing buffer, supplemented with Ribolock. The rest of the procedure was performed according to the manufacture’s guidelines. To elute total RNA from columns, the volume of RNase free water for elution was adjusted according to gDNA content of each sample. For each strain, equal volume of the total RNA extract was further purified with DNA-free Kit (Invitrogen).

For RT-qPCR, purified total RNA (300 or 650 ng) was spiked in with 1 ng luciferase control RNA (Promega) prior to cDNA synthesis. Luciferase was then used as the reference gene for data analyses [80], unless otherwise stated. Primers used are listed in S4 Table. Each gene was analyzed with three technical repeats for each individual experiment.

### RNA-sequencing and ChIP-sequencing data analyses

Total RNA samples prepared for RNA-seq (triplicates) were subsequently handled by Novogene for mRNA enrichment, library construction (250–300 bp insert cDNA library) and RNA sequencing (Illumina HiSeq X Ten, paired-end, 10 M reads). Quality controls were included for the total RNA samples and during the procedures for RNA-sequencing.

FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for quality control of the .fastq-files for both RNA- and ChIP-seq. Adapter and poor quality read trimming was performed with cutadapt [81]. The RNA-seq data was mapped with the splice-aware aligner HISAT2 [82]. The Scc1-ChIP-seq data was mapped using Bowtie [83] with the colorspace option enabled, while the Polη-ChIP-seq data was mapped using Bowtie2 [84]. Afterwards the mapped files were sorted using samtools [85]. All three sets of sequencing data were aligned to the yeast genome version SacCer3 downloaded from UCSC genome browser. Duplicates in the mapped.bam-files were removed using MarkDuplicates (http://broadinstitute.github.io/picard) from the Picard toolset.

For the RNA-seq data set, the reads were counted per gene using featureCounts [86]. The count-files were imported into R and further analyzed using edgeR [87,88] for FPKM calculations and DESeq2 [89] for differential expression analysis. Differential expression analysis yielded fold-changes alongside significance for genes, additionally DESeq2 was used to generate principal component analysis plots. Genes with a total read count below 10 across all samples as well as those producing NAs (not available) in any of the comparisons for fold-change calculation were excluded from the analysis. As all four conditions showed a similar within-group variability in the PCA plot, for all fold-change calculations all samples were run together as opposed to subsetting the samples of interest e.g. WT G2 + DSBs vs. WT G2. This allowed for more accurate estimation of the dispersion parameter and in turn calculation of significance for the fold-changes. Also, the moving average of the fold-change was calculated by ordering the genes included in the DESeq2 dataset by length and then calculating the median of a window of 300 genes around these gene. No moving average was calculated for the 75 longest and shortest genes as they did not have an even number of genes on either site for moving average calculation.

For the Scc1-ChIP-seq dataset, cohesin peaks were called using MACS2 [90]. The files generated were then imported into R, where they were annotated using the package ChIPpeakAnno [91] with gene lists downloaded using the biomaRt package [92]. The lists of genes overlapping or with their gene end closest to the peak middle with cohesin peaks were read into ngs.plot [93] for metagenome analysis. After analysis had been performed, the data were replotted using the internal R plotting. Ngs.plot was also used to perform metagenome analysis for the Polη-ChIP-seq dataset at different promoter types. Additionally, the bigCompare command of the deepTools suite was used to generate bigWig files of the Polη-IPs normalized to both their respective inputs and the library size [94]. These bigwig files were then loaded into the Integrative Genomics Viewer (IGV) for visualization [95,96].

Gene set enrichment analysis (GSEA) was performed using the Broad Institute software (http://www.broad.mit.edu/gsea) [97] using *S*. *cerevisiae* gene sets from the Xijin Ge lab (http://ge-lab.org/#/data) [98]. The GSEA enrichment map was created using the EnrichmentMap plugin [99] for Cytoscape [100], broadly following a published protocol [101]. Groupings were facilitated by the Cytoscape AutoAnnotate plugin [102]. In the comparison of WT vs. *rad30Δ* cells, only gene sets enriched with an adjusted *p*-value of < 0.05 were plotted. In the comparison of both WT and *rad30Δ* cells ± DSB induction, only gene sets enriched with an adjusted *p*-value of < 0.05 and a normalized enrichment score (NES) > 2 for either strain were plotted.

Statistical significance of the overlapping genes in the Venn diagrams and Table 1 were calculated using either a normal approximation or the hypergeometric probability formula. The online tool on http://nemates.org/MA/progs/overlap_stats.html was used for evaluation.

### Damage-induced cohesion assay and controls

All strains used harbor the *smc1* temperature sensitive allele (*smc1-259*). The experiments with the P_*GAL*_*-HO* allele for DSB induction were performed as described [28], and illustrated in S5A Fig. The assay utilizing γ-irradiation as DSB source is described in S6A Fig. Considering that the *htz1Δ* mutant is benomyl sensitive [103], the strains used in this assay contain the P_*MET*_*-CDC20* and *smc1-259 ts* alleles. The strains were grown in methionine drop-out media (-Met) to log phase at 23°C. To arrest cells in G_2_/M phase, expression of *CDC20* was repressed by replacing the media to YEP supplemented with Met (final 2 mM) and 0.1% glucose. Galactose (final 2%) was then added for 1.5 hours to induce expression of ectopic Smc1-Myc, driven by the *GAL* promoter. The cultures were subsequently split into half and resuspended in 1X PBS. One half for γ-irradiation (250 Gy), and another half as non-irradiated control. After 1-hour recovery in YEP media supplemented with galactose and Met, the temperature was raised to 35°C and damage-induced cohesion was monitored for 90 minutes.

For the Rpb1-anchor away strain, damage-induced cohesion assay was performed as illustrated in S6A Fig with the following modifications. The culture was split after 1-hour *GAL*-induction, half for addition of rapamycin (final 1 μg/ml) and half for addition of DMSO as control. After 1-hour ± rapamycin treatment, the cultures were spun down and resuspended in PBS supplemented with benomyl (PBS/B). The following procedures were as depicted in S6A Fig, except the cells were allowed to recover for 30 minutes in YEP media supplemented with glucose and benomyl after ± γ-irradiation. Noted that after resuspension in PBS/B, the cultures were always supplemented with rapamycin or DMSO when changing media.

Proper G_2_/M arrest, expression of the ectopic Smc1-Myc and DSBs induction in these assays were confirmed with FACS analysis, western blot, and pulsed-field gel electrophoresis (PFGE) respectively. Efficiency of γ-irradiation was analyzed with Southern blot after PFGE, with a probe for chromosome XVI, as described [104]. Rpb1-*in situ* staining was performed as described [28], using a specific anti-Rpb1 antibody.

### MNase digestion assay

G_2_/M arrested cells were crosslinked *in vivo* with formaldehyde (final 0.5%), for 20 minutes at 23°C. To quench the reaction, glycine (final 125 mM) was added in cultures for 10 minutes. The cells were then harvested and stored at -80°C. Prior to MNase digestion, the cells were resuspended in pre-incubation solution (final 20 mM citric acid, 20 mM Na_2_HPO_4_, 40 mM EDTA, pH 8.0), with aliquots taken for cell-counting. The final volume of resuspension was subsequently adjusted to have 4.5 x 10^7^ cells/ml. The cells were pre-treated with freshly added 2-mercaptoethanol (2-ME, final 30 mM in pre-incubation buffer) for 10 minutes at 30°C, followed by zymolyase treatment in zymolyase buffer (final 1 M sorbitol, 50 mM Tris-HCl (pH 7.5), 10 mM 2-ME and 1 mg/ml 100T zymolyase) for 30–35 minutes [105]. Converted spheroplasts were washed once with cold zymolyase buffer without 2-ME, resuspended in nystatin buffer (final 50 mM NaCl, 1.5 mM CaCl_2_, 20 mM Tris-HCl (pH 8.0), 1 M sorbitol, and 100 μg/ml nystatin (Sigma), and then kept on ice temporarily.

The following MNase digestion was performed for each strain individually. Resuspended spheroplasts were sequentially added into the MNase aliquots (ranged from final 0.0125 to 0.1 U/ml, prepared in nystatin buffer), and incubated at 25°C for 15 minutes. Reactions were stopped by adding 1% SDS/12 mM EDTA (final concentration) [106,107]. Subsequently, the spheroplasts were treated with RNase (final 0.02 μg/μl) at 37°C for 45 minutes, followed by proteinase K (final 0.4 μg/μl) at 65°C, overnight. The DNA samples were purified with phenol/chloroform extraction, precipitated with ethanol overnight and then resuspended in 1X TE. The samples (2.5 μg) were analyzed with gel electrophoresis (1.2% TAE agarose gel, at 35 V overnight) [105].

## Supporting information

S1 Fig Quantitation of Rpb1 levels. (A-B) Relative amounts of Rpb1 after addition of water (A, control) or galactose (B) to induce *P_GAL_-HO* DSB induction for one-hour, followed by cycloheximide (CHX) chase up to 150 minutes. Western blots from two independent experiments were quantified to compare Rpb1 levels (relative to Cdc11) between the indicated strains.
(TIFF)

S2 Fig Control experiments for RNA-seq and Venn diagrams of differentially expressed genes in indicated strains after DSB induction. (A) FACS analysis to confirm benomyl-induced G_2_/M arrest. 1G, 1-hour *GAL*-induction (P*_GAL_-HO*). (B) PFGE analysis to monitor DSB induction on chromosome III. G_2_, G2/M arrest; 1G as in (A). (C) PCA demonstrating distribution of independent data sets between groups and clustering of data sets within groups. (D) Venn diagrams showing overlaps of differentially expressed genes in WT and *rad30Δ* cells after DSBs, based on RNA-seq. The red and blue arrows indicate up- and down-regulated genes respectively. Statistical significance of the overlapping genes was evaluated as described in Materials and Methods, with * *p* < 0.001.
(TIFF)

S3 Fig Genome-wide distribution of Polη and additional gene expression analyses for Polη-depleted cells during G_2_/M. (A) Metagenome plot showing distribution of Polη, with 100 bp flanking regions upstream and downstream of the gene bodies during G_2_/M phase. The samples were first normalized to their respective input and then the values were scaled to the maximum value of the plot. (B) Western blot to check depletion of Polη in G_2_/M arrested cells. Final concentrations of auxin and doxycycline were 6 mM and 20 μg/ml respectively. IAA, auxin; dox, doxycycline; t_0_, the 0-time point after addition of IAA/dox; t_1.5_, 90 minutes after treatment. The drug solvents (50% ethanol and water) were added in the ‘-IAA/dox’ mock control. The western blot image, including the protein marker, was cropped to show selected samples. Cdc11 was used as loading control. (C) Representative Integrative Genomics Viewer (IGV) tracks showing the differences in distribution of Polη at selected promoters. The samples were normalized to their respective input and library size. (D) Expression of selected genes with or without depletion of Polη during G_2_/M, measured by RT-qPCR. Calculations were the same as described in the legend of Fig 3F. Error bars indicate the mean ± STDEV of three independent experiments.
(TIFF)

S4 Fig The *rad30Δ* mutant showed increased nucleosome occupancy, but no difference in activation of DNA damage checkpoint and *ECO1* gene expression compared to WT cells. (A) Monitoring nucleosome occupancy based on sensitivity of cells to MNase digestions. The concentrations of MNase were 0, 0.0125, 0.025, 0.05, 0.1 U/ml (final). One representative gel electrophoresis from at least two independent assays performed is shown. The gel images were cropped to show selected samples. M, DNA ladder; Un, undigested; 1x, monomer; 2x, dimer; 3x, trimer; 4x, tetramer. (B) Metagenome plot showing cohesin enrichment ± 1000 bp from the transcription start site (TSS) in WT and *rad30Δ* cells ± DSB induction in G_2_/M phase. The samples were first normalized to their respective input and then the values were scaled to the maximum value of the plot. (C) The data from (B) plotted relative to the WT-DSB sample. After normalizing to the input, all samples were also normalized to WT-DSB sample to visualize the changes between the WT and *rad30Δ* cells. (D) Metagenome plot showing cohesin distribution 1000 bp downstream and 100 bp upstream from the transcription end site (TES) in WT and *rad30Δ* cells ± DSB induction in G_2_/M phase. Plotted as in (B). (E) As in (C), except plotting cohesin distribution around the TES according to (D). (F) Monitoring activation of the DNA damage checkpoint (phosphorylation of Rad53) after DSB induction with western blot. Galactose was added into the G_2_/M arrested cell cultures to induce P*_GAL_-HO* break induction for 1- or 1.5-hour, denoted as 1G or 1.5G. Sample collected from G_2_/M arrested WT cells, treated with phleomycin (final 15 μg/ml) for 1.5 hours was included as positive control (PC). Cdc11 was used as loading control. M, protein marker. (G) Monitoring activation of DNA damage checkpoint during DSB recovery. DSBs were induced for 1- or 1.5-hour, as in (F). The cells were then allowed to recover in YEP media supplemented with glucose and benomyl for another 1.5 hour (1.5 R) at 35°C, to mimic the damage-induced cohesion assay. 1G, 1.5G, PC, M as in (F). Cdc11 was used as loading control. (H) FACS analyses of cell cycle progression in WT and *rad30Δ* cells, at indicated time points after release into YEP media supplemented with glucose to recover from DSB induction. Samples without DSBs were included as control. B, benomyl; R, recovery. (I) *ECO1* gene expression in G_2_/M arrested WT and *rad30Δ* cells ± P*_GAL_-HO* (left) and ± γ-irradiation (right). The relative gene expression was measured by RT-qPCR. FBA1 was used as a reference gene for the ± P*_GAL_-HO* samples. Error bars indicate the mean ± STDEV of two independent experiments.
(TIFF)

S5 Fig The method and related control experiments for a typical damage-induced cohesion assay. (A) Damage-induced cohesion assay performed with *GAL* induced DSBs on chromosome III (P*_GAL_-HO*). Strains harboring the temperature sensitive *smc1-259* allele are arrested in G_2_/M by addition of benomyl (‘B’). Galactose is then added for expression of ectopic P*_GAL_-SMC1-MYC* (Smc1 WT) and induction of DSBs, for 1-hour. The temperature is then raised to 35°C, restrictive to the *smc1-259* allele, for disruption of S-phase cohesion (blue rings). The Tet-O/TetR-GFP system (green dots) is used to monitor damage-induced cohesion (red rings) on chr. V. Chr., chromosome; III, three; V, five. B1 and 2 indicate replacement of media with freshly prepared benomyl. (B) FACS analysis to confirm G_2_/M arrest during the time course of a typical damage-induced cohesion assay. 3B, 3-hour benomyl arrest. (C) PFGE analysis to detect DSB induction on chromosome III. 1, G_2_/M arrest; 2, 1-hour *GAL*-induction (P*_GAL_-HO* and P*_GAL_-SMC1-MYC*). (D) Western blot to check expression of the *GAL* promoter driven ectopic Smc1-Myc protein. G2, G_2_/M arrest; 1G, 1-hour *GAL*-induction as in (C). Cdc11 was used as loading control. M, protein marker.
(TIFF)

S6 Fig Damage-induced cohesion assay performed with γ-irradiation and the maintenance of sister chromatid cohesion in *htz1Δ* cells. (A) Damage-induced cohesion assay performed with γ-irradiation. Formation of damage-induced cohesion is monitored on chr. V with the same Tet-O/TetR-GFP system, as in S5A Fig, with slight differences in the experimental procedure. Strains with *smc1-259* background are arrested in G_2_/M by addition of benomyl (‘B’), expression of ectopic P*_GAL_-SMC1-MYC* (Smc1 WT) is then induced by addition of galactose. The cells are subsequently pelleted, resuspended in 1X PBS supplemented with benomyl. The resuspension is split in one half for irradiation, and half as non-irradiated control. After irradiation, both ± irradiated cells are recovering in YEP media supplemented with galactose and benomyl. Subsequently, the media is changed to YEP containing glucose and benomyl, and the temperature raised to 35°C, to monitor formation of damage-induced cohesion. (B) Damage-induced cohesion assay of the *hir1Δ* mutant in response to γ-irradiation, performed as depicted in (A). Means ± STDEV from two independent experiments are shown. For each experiment, two-hundred cells were counted for each time point. (C) Sister chromatid cohesion maintenance of the *htz1Δ* mutant under prolonged G_2_/M arrest. The cells were initially synchronized in G_1_ by α-factor in YEP media containing galactose. Expression of P*_GAL_-CDC20* was then shut off by switching the carbon source to glucose (YEPD), which resulted in the subsequent prolonged G_2_/M arrest as monitored by FACS (left panel). Sister chromatid separation was monitored at the *URA3* locus on Chr. V by the TetO/TetR-GFP system. Means ± STDEV from three independent experiments are shown (right panel). A *rad61Δ* mutant with known high sister separation under prolonged G_2_/M arrest was included as control. Parts of the results from the same experiments were previously published [28]. Chr., chromosome.
(TIFF)

S7 Fig Control experiments for the Rpb1-anchor away method. (A-C) ChIP-qPCR analyses to determine chromatin association of Rpb1 at promoters and 3’-ends of selected genes, in G_2_/M arrested cells after DSB induction. The same genes as in Fig 7C–7E were analyzed. Error bars indicate the mean ± STDEV of three independent experiments. n, low-binding control (n2 in Fig 1B). (D) Representative *in situ* immunofluorescence images for samples collected from the damage-induced cohesion assays in Fig 7F. The cells were stained with anti-Rpb1 and then counterstained with DAPI. t_0_, the time point before splitting the culture for addition of rapamycin (RAP); 1h RAP, 1-hour after ± rapamycin; 2^nd^ step, the secondary antibody alone as control. (E) Fold reduction of selected genes after 1-hour rapamycin treatment, measured by RT-qPCR. The 2^-ΔCt^ values of untreated samples were set as 1. (F) Western blot to monitor early DNA damage response, as indicated by H2AS129-phosphorylation. RAP, rapamycin; R, recovery; IR, γ-irradiation (250 Gy); M, protein marker. Cdc11 was used as loading control. (G) Western blot to check expression of the ectopic Smc1-Myc, driven by the *GAL* promoter. G2, G_2_/M arrest; 1G, 1-hour *GAL*-induction. RAP, M, Cdc11 as in (F).
(TIFF)

S8 Fig A summary of the main results. In G_2_/M arrested WT cells, genes belonging to the positive transcription regulation and chromatin assembly pathways are enriched compared to *rad30Δ* cells. Reduced chromatin assembly in *rad30Δ* cells results in less dynamic chromatin, indicated by additional nucleosomes. Deregulated transcription and sensitivity to elongation inhibitors in *rad30Δ* cells are indicated by thin arrows over the TSS and ORF. Histone exchange between H3 and the post-translationally modified H3 (H3K56Ac) at promoter regions is reduced in the *hir1Δ* mutant, while histone exchange of H2A.Z for H2A predominantly at the +1 nucleosome is prevented in the *htz1Δ* mutant, hampering transcriptional regulation. Both mutants were deficient in damage-induced cohesion. In contrast, deletion of *SET2* compensated for reduced transcriptional capacity of the *rad30Δ* mutant, and suppressed the lack of damage-induced cohesion in *rad30Δ* cells. Taken together, histone exchange during transcription may facilitate formation of damage-induced cohesion. Transcriptional regulation is perturbed in *rad30Δ* cells, and this appeared to have a consequence on generation of damage-induced cohesion. Cells with a single green dot indicates established damage-induced cohesion while cells with two dots indicates lack of damage-induced cohesion. Since Polη may play an indirect role in transcription, recruitment of Polη to the promoter region is indicated with a dashed double ended arrow. ORF, open reading frame.
(TIFF)

S1 Data Differential gene expression analysis.

S2 Data GSEA summary *rad30Δ* G2 versus WT G2.

S3 Data GSEA summary DSB versus G2.

S4 Data Numerical data of graphs.

S5 Data Summary of statistical analyses.

S1 Table Strains used in this study.

S2 Table Information on used primary antibodies.

S3 Table Primers used in ChIP-qPCR.

S4 Table Primers used in RT-qPCR.

# Supplementary material for: Deficiency of Polη in Saccharomyces cerevisiae reveals the impact of transcription on damage-induced cohesion
**Source:** PLoS Genet. 2021 Sep 9;17(9):e1009763. doi: 10.1371/journal.pgen.1009763
**Supplement:** S1 Table

| **S1 Table. Strains used in this study** | |
| --- | --- |
| **Strain (LS)** | **Genotype** |
| 50/408 | *MATa ade3::GALHO ade2-1 trp1-1 can1-100 leu2-3,112 his3-11,15 ura3-1 GAL psi+ RAD5* |
| 421 | *MATα rad30::KAN smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 468 | *MATα rad30(S14A)::NAT smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 496 | *MATa ade::GALHO RAD30-3His-13MYC::KAN ade2-1 trp1-1 can1-100 leu2-3,112 his3-11,15 ura3-1 GAL psi+ RAD5* |
| 514 | *MATa rad30::KAN ade3::GALHO ade2-1 trp1-1 can1-100 leu2-3,112 his3-11,15 ura3-1 GAL psi+ RAD5* |
| 655 | *MATa smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 656/1098 | MAT*α smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 657 | *MATa smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 666 | *MATa smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 trp1-1::PMET3-CDC20-TRP1 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 can1-100 GAL psi+ RAD5* |
| 699 | *MATa htz1::HPH smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 trp1-1::PMET3-CDC20-TRP1 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 can1-100 GAL psi+ RAD5* |
| 847 | *MATa trp1-1::PGAL-CDC20-TRP1(K. lactis) his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 can1-100 leu2-3,112 GAL psi+ RAD5* |
| 848 | *MATa htz1::HPH trp1-1::PGAL-CDC20-TRP1(K. lactis) his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 can1-100 leu2-3,112 GAL psi+ RAD5* |
| 910 | *MATa hir1::NAT smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 914 | *MATα hir1::NAT rad30::KAN smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 928 | *MATa rad61::KAN trp1-1::PGAL-CDC20-TRP1(K. lactis) his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 can1-100 leu2-3,112 GAL psi+ RAD5* |
| 963 | *MATa hir1::HPH smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1002 | *MATα rad30::KAN smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1049 | *MATα smc1-259 ade3::GALHO tetO7-tTA:HIS-RAD30-6XFLAG-AID(71-114)::HPH ura3-1::ADH1-OsTIR1-9MYC::URA3 leu2-3, 112::tetR'-SSN6::LEU2 10Kb-CEN4::LacO-NAT his3-11, 15::GFP-LacI-HIS3 trp1-1::PGAL-SMC1-MYC-TRP1 can1-100 RAD5* |
| 1054 | *MATa hhf1-hht1::HPH smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1055 | *MATa hht2-hhf2::HPH smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1056 | *MATα hhf1-hht1::HPH rad30::KAN smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1057 | *MATα hht2-hhf2::HPH rad30::KAN smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1090 | *MATa set2::HPH smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1094 | *MATa set2::HPH rad30::KAN smc1-259 ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1101 | *MATa smc1-259 rad30::KAN ade3::GALHO leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 ade2-1 trp1-1 can1-100 GAL psi+ RAD5* |
| 1234 | *MATa smc1-259 leu2-3,112::PGAL-SMC1-MYC-LEU2 his3-11,15::HIS3-tetR-GFP ura3-1::tetOx112-URA3 tor1-1 fpr1::NAT trp1-1::RPL13A-2xFKBP12-TRP1 RPB1-FRB::KAN ade2-1 can1-100 GAL psi+ RAD5* |

# Supplementary material for: Deficiency of Polη in Saccharomyces cerevisiae reveals the impact of transcription on damage-induced cohesion
**Source:** PLoS Genet. 2021 Sep 9;17(9):e1009763. doi: 10.1371/journal.pgen.1009763
**Supplement:** S2 Table

| **S2 Table. Information on used primary antibodies** | |  |
| --- | --- | --- |
| **Antibody** | **Company** | **Catalog #** |
| anti-Rpb1 (8WG16) | Santa Cruz Biotechnology | sc-56767 |
| anti-Cdc11 (y-415) | Santa Cruz Biotechnology | sc-7170 |
| anti-Rad53 | Abcam | ab104232 |
| anti-c-myc | Roche | 11667203001 |
| anti-Htz1 | Active Motif | 39647 |
| anti-Histone H2A (phospho S129) | Abcam | ab15083 |

# Supplementary material for: Deficiency of Polη in Saccharomyces cerevisiae reveals the impact of transcription on damage-induced cohesion
**Source:** PLoS Genet. 2021 Sep 9;17(9):e1009763. doi: 10.1371/journal.pgen.1009763
**Supplement:** S4 Table

| **S4 Table. Primers used in RT-qPCR** | |
| --- | --- |
| **Name** | **Sequence** |
| *RIM4* end F | TTATCCCATGTCACCACCTCC |
| *RIM4* end R | GGTACTGCCATGATTAGCAGC |
| *SOR1*-F | CGTGACGCTGTGAACTTG |
| *SOR1*-R | GTCTTGACTACCTCTCCACC |
| *DDR48*-F | GCTCCAGCAACAACAATGAC |
| *DDR48*-R | CGACCGCCTCTATTAGATGAAC |
| *PUT1*-F | TCACTTGGTTGTCGCCTC |
| *PUT1*-R | CACAGCATCCCCGTTTTC |
| *ECM29* end F | ACACATGGAGAACGCAAC |
| *ECM29* end R | CTTCTGAATGATCAGGCCAC |
| *NPL4* end F | GCAGATACTCTCTCCAGACG |
| *NPL4* end R | TCTCTCCTAGCCGCTTTC |
| *AAC1*-F | ATGATGACTTCGGGCCAGAC |
| *AAC1*-R | TCGTACAATGAGATGACACCAG |
| *BIO2*-F | TGCCAAAGGCCATTATAAGAC |
| *BIO2*-R | GCAATCCCCATTTAGCCAAC |
| *TPO3*-F | CCTTCCCCTTGTTTACCATTC |
| *TPO3*-R | ACTTATGTCTCAAACCTTTGCC |
| *UBI4*-F | TTCCTCCAGACCAGCAAAG |
| *UBI4*-R | TCAGTTACCACCCCTCAACC |
| *ASI3*-F | TCTCTCCTGCCTAATCTGC |
| *ASI3*-R | ACCCTTCACCTCACTATCAC |
| *ECO1-F* | TTTATGGGGGCAATGGTAAA |
| *ECO1-R* | GTCCTGCACACCCAAATTCT |
| *FBA1*-F | TTCCACGGTGGTTCCGGTTC |
| *FBA1*-R | CTGGGTTACCGACTGGGGAC |
| *luciferase*-2005-F | TACAACACCCCAACATCTTCGA |
| *luciferase*-2005-R | GGAAGTTCACCGGCGTCAT |

How the deposited data were processed for this re-analysis (not part of the article)

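The series holds RNA-seq of *S. cerevisiae* WT and *rad30Δ* cells, each in G_2_/M arrest and after DSB induction, with 3 libraries in each of 4 groups. The authors enriched mRNA, sequenced it paired-end, trimmed reads with cutadapt, aligned them to sacCer3 with HISAT2, removed duplicates with Picard and counted reads per gene with featureCounts. The deposited count table holds these counts, as integers, for 7123 genes. The authors' deposited tables of comparisons come from DESeq2 on all samples and hold, for 6108 genes, log2 fold changes with their standard errors and means of log2 FPKM, the last computed by the authors with edgeR. The same deposited tables hold a mean signal over all libraries (baseMean), the Wald score of each gene and p-values with their adjusted values, all as the authors computed them with DESeq2. A deposited column gives gene length as the authors used it for FPKM, and 98.1% of these lengths are multiples of 3, so they are called coding lengths here. Versions of the authors' tools and the strandedness of counting are not given in the sources used here.

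Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and in Python 3.11.15. The 6490 genes with at least 10 reads in total were normalized by TMM and fitted over 12 libraries with 4 groups, and each comparison and the interaction of strain and DSB induction was tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Total reads per library set the precision, and for a gene with 0 reads a limit of 3 reads per library was used. Gene symbols and positions were taken from the R64 reference annotation, the assembly that sacCer3 names, to which 6044 genes were matched. Alternatives were DESeq2 1.42.0, RLE normalization, filterByExpr, no filter, nuclear open reading frames, the libraries of a comparison fitted alone, the authors' p-values, replicate blocks and leaving out each library in turn.

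The 30 gene lists, the rule for named genes, the comparisons and most alternatives were fixed before the counts were examined. The paper and its supplementary data had been read by then. There the a-specific, α-specific and galactose genes were among the largest changes, so their lists were not chosen blind. Several other lists cover topics of the groups in S2 and S3 Data, which the authors chose on these samples. Named genes are the 12 largest rises and falls of a comparison (10 in the interaction) among genes with a mean of at least 10 CPM that passed and whose groups did not overlap, the genes the paper names, and up to 4 members of each list with the smallest p (each member of lists of up to 10 genes). Lists were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation, with fry, which tests a list against no change and not against other genes, and with preranked GSEA (gseapy 1.3.1, 1000 permutations). Gene sets of S2 and S3 Data were tested in the same way where the copy lists all their genes. Length was compared between the shortest of 5 length classes and all other genes, and as a moving median over 300 genes.

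Whether equal replicate numbers mark samples of a shared culture is not stated, so the unblocked fit is reported. Residual correlations between libraries of equal number before and after DSB induction were 0.04, 0.10 and 0.00 in WT and 0.19, 0.15 and 0.34 in *rad30Δ* cells, against at most 0.05 and 0.10 with another number. In *rad30Δ* cells each library correlated best with its own number, while in WT cells replicate 1 did not. Over genes with at least 10 CPM the correlations were 0.16, 0.23 and 0.11 in WT and 0.33, 0.27 and 0.42 in *rad30Δ* cells, each over the limit of 0.1 used here for pairing. Pairing of the WT libraries thus depends on the genes taken. Values with a block within strain are given where they change the call of a list or named gene. After DSB induction that block called 505 higher and 541 lower genes in WT cells, and 296 and 205 in *rad30Δ* cells, more than the unblocked fit. The tests were run on simulated data with 100 genes changed 1.5-fold and 100 changed 2-fold. Between the arrested strains 89% and 99% of these genes were recovered with 4.39% false calls, and in the interaction 43% and 85% with 4.29% false calls. A simulated list of 33 genes lowered 1.3-fold was called and 0 of 29 unchanged lists were called. The simulated genes varied independently of each other, so the unchanged lists cannot test camera's preset correlation for genes that vary together. In the real data 7 lists were higher and 6 lower between the arrested strains, and 4 of these calls held with an estimated correlation. Promoter classes of Table 1, shortened gene sets and data from other assays were not analysed here.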

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

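The predictions for mating type and for HO cutting of MATα were written after the result was seen, and the others before. The choice of genes by the mean response of both strains and the comparison of length between libraries of equal number were also made after the result was seen. Genes of mating type differed between the strains in G_2_/M arrest, a difference that the paper's text does not discuss. Their medians were −3.39 over 8 genes listed as a-specific, AFB1 included, and 5.01 over 4 α-specific genes on the log2 scale. S1 Table lists WT and *rad30Δ* strains with inducible HO of both mating types, and the sources used here do not say which were sequenced. The DSB response differed between the strains, by the interaction test, for MF(ALPHA)2 (−2.24), STE3 (−1.84), SAG1 (−1.59) and LIF1 (−1.55). It also differed for the lists of α-specific genes (camera adjusted p = 7.78e-28), aminoacyl-tRNA synthetases (2.49e-06), amino acid synthesis (0.00307), glycolysis (0.0032), checkpoint and repair genes (0.00701) and mitochondrial ribosomal proteins (0.0478). With an estimated correlation these adjusted p were 0.00135, 0.350, 0.350, 0.766, 0.350 and 0.911, and without the third *rad30Δ* library after DSB induction the checkpoint and repair genes stood at 0.0831 and the mitochondrial ribosomal proteins at 0.215 in the opposite direction. The checkpoint and repair list holds LIF1 and was not tested without it. The mitochondrial ribosomal proteins also lost their call without WT replicate 1 in G_2_/M arrest (0.331), WT replicate 2 after DSB induction (0.273) and *rad30Δ* replicates 1 and 2 in G_2_/M arrest (0.0682 and 0.354), and with a replicate block within strain (0.0749). Without WT replicate 1 in G_2_/M arrest, WT replicate 3 after DSB induction, *rad30Δ* replicate 3 in G_2_/M arrest and *rad30Δ* replicates 1, 2 and 3 after DSB induction the sets numbered 9, 9, 10, 10, 53 and 9. The shortest of 5 length classes differed by −0.11 and 21 sets of S3 Data were higher in *rad30Δ* cells, both by a test of the difference, and with an estimated correlation the p of length was 0.199 and 0 of the sets held.

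The a-specific median of −3.39 with the α-specific median of 5.01 is what libraries from cells of the other mating type would show. Loss of a-specific transcription in cells of the same mating type would leave the α-specific genes near 0, and their median of 5.01 excludes it. The 681 genes called between the arrested strains outside the mating-type lists and *RAD30* may follow strain or *RAD30*, since no library separates these. After DSB induction the α-specific median of −2.03 in *rad30Δ* cells is in line with HO cutting MATα, a hypothesis formed on these data.

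For gene length, low counts, gene class and single libraries were tested as technical sources. Over genes with at least 10 CPM the shortest class in WT cells still lay 0.0803 above the others, and without ribosomal protein and non-coding genes 0.115. The difference between the strains was −0.08 and −0.10 under the same limits, against −0.11 over all genes, so low counts and these gene classes are excluded as the whole source. The difference between the WT groups was 1.26 times the larger range within a group, over the limit set beforehand for single libraries as the source. For the difference between the strains, libraries of equal number gave p = 0.3 (two-sided exact permutation test), where 3 pairs against 3 allow no p under 0.1. That test cannot decide, so spread between single libraries stays open for the difference between the strains. With the correlation between genes of the shortest class estimated at 0.083, camera gave p = 0.318 in WT cells. Whether the shift in WT cells exceeds a shared spread of these genes between libraries therefore stays open too.

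For the smaller changes in *rad30Δ* cells, the lowest held-out ratio of WT to *rad30Δ* medians was 1.24, over the 1.1 set as its limit. That limit does not settle the choice of genes, since genes called in WT cells favour those that respond more in WT cells also on a held-out number. Genes called on the mean response of both strains gave a ratio of *rad30Δ* to WT medians of 0.922 (SD 0.282) for higher genes, so how far the choice of genes makes the difference stays open. Leaving out any 1 of the 6 *rad30Δ* libraries gave a ratio of *rad30Δ* to WT medians of at most 0.691, under the limit set beforehand. The choice of genes by their WT change lowers this ratio whichever library is left out, so that limit cannot exclude a single library as the source.

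Regrouping the 6 libraries of a comparison makes 10 splits, so no share under 0.05 is possible. The real groups called 702, 802, 411 and 1525 genes in the 4 comparisons and the highest other split called 0, with 1 of 10 splits as large in each. For the interaction 13 of 100 regroupings, the real groups included, called at least the 4 genes of the real groups. Each of the 12 others keeps 3 libraries of a condition of a strain together and mixes or exchanges those of the other strain, so that the DSB response itself enters the interaction, and the highest, which exchanges the labels of DSB induction within *rad30Δ* cells, called 1230 genes. This count therefore does not test chance.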

How the results depend on the processing

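Leaving out the third *rad30Δ* library after DSB induction from comparisons it is not in, DESeq2 less that library, the replicate block within strain for lists, sets, length, overlap and sizes, and the sizes of genes called on other *rad30Δ* numbers or on both strains were chosen after the data were seen. Among named genes, 111 of 112 values kept their side of the threshold with DESeq2, 111 with RLE normalization, 112 with filterByExpr and 642 of 696 with 1 library left out (51 weaker, 3 stronger). Of 873 list values with 1 library left out, 840 were unchanged in call, 16 weaker, 15 stronger and 2 reversed. The reversed values were ribosome biogenesis in the interaction without *rad30Δ* replicate 2 after DSB induction (0.0427) and mitochondrial ribosomal proteins in it without replicate 3 (0.215), with adjusted p of 8.60e-05 to 0.955 and 1.80e-06 to 0.354 over the libraries left out. The cause was not tested for any change given here. Fits of 6 libraries alone hold fewer samples, yet they called more genes in some comparisons and fewer in others.

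The interaction counts were 1 up with a replicate block, 11 and 8 with a block within strain, 36 and 31 with DESeq2, and 166 and 135 with DESeq2 less the third library. DESeq2 and the authors' p-values each gave 360 genes up in *rad30Δ* cells after DSB induction. DESeq2 less the third library gave 516 up between the arrested strains, 644 and 677 in WT cells and 353 down in *rad30Δ* cells. The 6 libraries alone gave 509 up between the arrested strains, 1004 and 1089 in WT cells, 77 and 32 in *rad30Δ* cells and 466 and 421 between the strains after DSB induction.

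With an estimated correlation the p of length was 0.318 in WT cells (0.119) and 0.199 in the interaction (−0.111). In G_2_/M arrest adjusted p were 0.421 for core histones, 0.456 for mitochondrial ribosomal proteins, 0.546 for oxidative phosphorylation and 0.523 for stress genes, and elsewhere 0.199 for damage-inducible genes in WT cells and 0.350 for amino acid synthesis in the interaction. The S2 sets numbered 0 up and 5 down, and the S3 sets 0 in WT cells, 0 in *rad30Δ* cells and 0 in the interaction. Fry gave 0.0152 for histone chaperones, 0.00498 for checkpoint and repair genes in WT cells, 28 S2 sets down, 24 S3 sets in WT cells and 0 in the interaction. Preranked GSEA gave 79 S2 sets up and 28 down, 30 S3 sets in WT cells, 40 in the interaction, 0.0180 for checkpoint and repair genes in WT cells and 0.000638 for purine and pyrimidine synthesis in the interaction. The block within strain gave 0.0504 for damage-inducible genes and 19 S3 sets in WT cells, 0.0749 for mitochondrial ribosomal proteins in the interaction, and beside the interaction counts changed no other call of a list or named gene. Genes called in *rad30Δ* cells gave size ratios of 1.36 and 1.46, and genes called on other WT numbers 0.685 and 0.644 on number 1, 0.642 (down) on number 2, and 0.807 and 0.718 on number 3. Genes called on other *rad30Δ* numbers gave 1.07 and 1.21 on number 1, 0.876 and 0.874 on number 2, and 1.50 and 0.971 on number 3, and genes called on the mean response of both strains 0.922 and 0.760.

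With 1 library left out, genes up and down ranged over 131 to 528 and 248 to 576 between the arrested strains, 200 to 711 and 131 to 730 in WT cells, 141 to 380 and 77 to 322 in *rad30Δ* cells, 409 to 968 and 484 to 1037 between the strains after DSB induction, and 0 to 76 and 4 to 65 in the interaction. Shared genes ranged over 98 to 192 up and 49 to 151 down, size ratios over 0.356 to 0.691 and 0.327 to 0.589, and length over 0.102 to 0.149 in WT cells, −0.0433 to 0.0465 in *rad30Δ* cells and −0.174 to −0.0746 in the interaction. Adjusted p in G_2_/M arrest ranged over 7.28e-05 to 0.00495 for core histones, 0.0960 to 0.307 for histone chaperones, 0.788 to 0.936 for coactivators, 2.60e-33 to 1.50e-15 for mitochondrial ribosomal proteins, 0.000164 to 0.0351 for oxidative phosphorylation, 2.03e-48 to 5.67e-37 for proteasome subunits and 1.73e-07 to 4.63e-05 for stress genes. They ranged over 0.0287 to 0.0615 for damage-inducible and 0.0657 to 0.244 for checkpoint and repair genes in WT cells, and over 0.0173 to 0.198 for purine and pyrimidine and 0.00158 to 0.00969 for amino acid synthesis in the interaction. S2 sets ranged over 32 to 50 up and 9 to 19 down, and S3 sets over 1 to 19 in WT cells, 33 to 81 in *rad30Δ* cells and 9 to 53 in the interaction.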

Differences from the paper's values

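The paper gives 360 genes up in *rad30Δ* cells after DSB induction, and edgeR's test called 239 at the same adjusted threshold. Of the alternatives set before the data were examined, these came within 1.5 times of the paper's count: DESeq2 and the authors' p-values (360 each), RLE normalization (255), filterByExpr (248), a replicate block (241), a replicate block within strain (296), nuclear open reading frames (242), and fits without *rad30Δ* replicate 1, 2 or 3 after DSB induction (270, 380 and 321). No filter (231), the 6 libraries alone (77) and fits without *rad30Δ* replicate 1, 2 or 3 in G_2_/M arrest (144, 154 and 141) did not.

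The paper's S4 Data gives a median of 0.47 for the genes up in WT cells after DSB induction, and the genes called by edgeR had 0.51. DESeq2 gave 0.48 and came within the spread between libraries, while RLE normalization (0.51), filterByExpr (0.49) and a replicate block (0.51) did not.

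The paper states that positive regulation of transcription was lower in G_2_/M arrested *rad30Δ* cells. Camera called 0 of the 2 complete sets of that group (adjusted p = 0.112 and 0.313), and preranked GSEA called both lower (false discovery rate 0.00727 and 0.00639).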

Other observations

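In G_2_/M arrest, the pheromone response genes differed between the strains. Of 16 such genes 5 were higher and 1 lower in *rad30Δ* cells by edgeR's test (8 and 2 when adjusted over the list alone; camera adjusted p = 0.00765, and 0.0784 as adjusted p with an estimated correlation), among them SST2 (0.74), FUS2 (0.73), FUS1 (0.62) and PRM5 (0.59). Of 15 anaphase-promoting complex genes 3 were lower and 0 higher (4 and 0 when adjusted over the list alone; camera adjusted p = 0.00765, and 0.124 as adjusted p with an estimated correlation), namely DOC1 (−1.17), MND2 (−0.53) and SWM1 (−0.45).

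A hypothesis for the lower proteasome genes was lower output of genes with the binding motif of Rpn4, the activator of proteasome genes. Outside the proteasome list, 71 genes carry GGTGGCAAA within 500 bp upstream, and of these 26 fell and 2 rose in G_2_/M arrested *rad30Δ* cells (median log2 fold change −0.19, camera p = 4.62e-10, and p = 1.30e-04 with an estimated correlation). The motif lies upstream of 27 of 33 proteasome genes. RPN4 itself had a log2 fold change of 0.14 (adjusted p = 0.644 from edgeR's test), so lower activity of Rpn4 without a lower transcript level may account for these values, and the protein was not measured.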
